# Empagliflozin Inhibits Basal and IL-1β-Mediated MCP-1/CCL2 and Endothelin-1 Expression in Human Proximal Tubular Cells

**DOI:** 10.3390/ijms21218189

**Published:** 2020-11-01

**Authors:** Markus Pirklbauer, Maximilian Bernd, Lisa Fuchs, Petra Staudinger, Ulrike Corazza, Johannes Leierer, Gert Mayer, Herbert Schramek

**Keywords:** SGLT2 inhibition, interleukin-1β, MCP-1/CCL2, endothelin-1, human proximal tubular cell

## Abstract

SGLT2 inhibitors (SGLT2i) slow the progression of chronic kidney disease; however, evidence for the underlying molecular mechanisms is scarce. We investigated SGLT2i-mediated effects on differential gene expression in two independent human proximal tubular cell (HPTC) lines (HK-2 and RPTEC/TERT1) at the mRNA and protein levels under normoglycemic conditions, utilizing IL-1β as a pro-inflammatory mediator. Microarray hybridization identified 259 genes that were uniformly upregulated by IL-1β (10 mg/mL) and downregulated by empagliflozin (Empa) (500 nM) after 24 h of stimulation in two independent HPTC lines (*n* = 2, each). The functional annotation of these genes identified eight pathway clusters. Among 12 genes annotated to the highest ranked cluster (enrichment score, 3.51), monocyte chemoattractant protein-1/CC-chemokine ligand 2 (MCP-1/CCL2) and endothelin-1 (ET-1) were selected for verification at mRNA and protein levels based on their established involvement in the early pathogenesis of chronic kidney disease: IL-1β upregulated basal MCP-1/CCL2 (15- and 19-fold) and ET-1 (3- and 8-fold) mRNA expression, while Empa downregulated basal MCP-1/CCL2 (0.6- and 0.5-fold) and ET-1 (0.3- and 0.2-fold) mRNA expression as early as 1 h after stimulation and for at least 24 h in HK-2 and RPTEC/TERT1 cells, respectively. The co-administration of Empa inhibited IL-1β-mediated MCP-1/CCL2 (0.2-fold, each) and ET-1 (0.2-fold, each) mRNA expression as early as 1 h after ligand stimulation and for at least 24 h in both HPTC lines, respectively. This inhibitory effect of Empa on basal and IL-1β-mediated MCP-1/CCL2 and ET-1 mRNA expression was corroborated at the protein level. Our study presents novel evidence for the interference of SGLT2 inhibition with tubular inflammatory response mechanisms under normoglycemic conditions that might account for SGLT2i-mediated nephroprotection.

## 1. Introduction

Diabetic kidney disease (DKD) is a major cause of chronic kidney disease (CKD) and end-stage renal disease worldwide [1] and markedly influences both the quality and quantity of life [2,3,4]. DKD develops in about 40% of diabetic patients [5] and increases the mortality and cardiovascular (CV) event rate further in this per se high-risk population. The management of diabetic complications consumes an enormous part of the healthcare budget in developed countries [6,7,8], and the expected 50% rise in the prevalence of diabetes mellitus within the next 30 years will further increase the associated cardio-renal disease burden [9,10,11]. From the early 1990s until recently, the inhibition of the renin–angiotensin–aldosterone system (RAAS) represented the only available treatment option to effectively slow DKD progression at least in some patients. Substantial knowledge about the complexity of DKD’s pathogenesis and multiple underlying mechanisms has been gained in recent years, allowing the investigation of emerging therapeutic strategies in large clinical trials [12]. Among type II diabetic patients, the use of anti-glycemic SGLT-2 inhibitors (SGLT2i) has been demonstrated to reduce CV risk and convey nephroprotection, both in patients at high CV risk (EMPAREG-OUTCOME, CANVAS program and DECLARE TIMI-58) [13,14,15] and with established kidney disease (CREDENCE) [16]. Recent real-world data demonstrating the nephroprotective efficiency of SGLT2i use in diabetic patients with no or mildly impaired kidney function [17,18] are further reassuring. Interestingly, SGLT2i reduce the risk of worsening heart failure or CV death independently of diabetes status [19]. Even more intriguingly, the DAPA-CKD trial recently demonstrated that dapagliflozin reduces the risk of eGFR decline, end-stage renal disease, or death from renal or CV causes in CKD patients regardless of the presence or absence of diabetes [20]. The renal benefit of SGLT2i is not associated with their HbA1c-lowering capacity but rather attributable to multiple effects that have been extensively investigated and reviewed before [12,21]: SGLT2i reduce glomerular hyperfiltration via restoring the tubuloglomerular feedback mechanism; lower body weight, plasma volume and systemic blood pressure; and reduce renal hypoxia via decreasing tubular oxygen demand. In addition, we and others previously reported that SGLT2i-mediated nephroprotection might result from direct anti-fibrotic effects at the tubular cell level. By demonstrating that SGLT2i inhibit the basal and TGF-β1-mediated expression of thrombospondin 1 (THBS1), tenascin-C (TNC) and platelet-derived growth factor-beta (PDGF-B) in two independent human proximal tubular cell (HPTC) lines under normoglycemic conditions, we recently presented non-hemodynamic, nephroprotective mechanisms of this promising class of drugs [22]. While the aforementioned mechanisms might account for the beneficial long-term effects on CKD progression, renoprotection is observed promptly after starting SGLT2i treatment. As diabetic animal studies previously reported that SGLT2i attenuates both systemic and renal tissue inflammation [23], the latter being a prominent mediator of diabetic and non-diabetic CKD [24], we aimed at elucidating the pathways involved in SGLT2i-mediated nephroprotection by using a systematic molecular approach in two independent HPTC lines, utilizing IL-1β as a pro-inflammatory mediator. By demonstrating an empagliflozin (Empa)-mediated inhibition of basal as well as IL-1β-mediated MCP-1/CCL2 and ET-1 expression under normoglycemic conditions, we present novel evidence for the interference of SGLT2 inhibition with tubular inflammatory response mechanisms that could convey SGLT2i-mediated renoprotection in normoglycemic CKD patients. 

## 2. Results

Molecular pathways that are involved in CKD pathogenesis and modifiable by SGLT2i were identified on a genome-wide level in two independent HPTC lines, namely, HK-2 and RPTEC/TERT1 cells. We specifically aimed at assessing the interference of SGLT2 inhibition with tubular inflammatory response mechanisms that are essential for the initial pathogenesis of both diabetic and non-diabetic nephropathies, by utilizing IL-1β as a pro-inflammatory ligand and Empa. 

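RNA from both HPTC lines was measured on 12 one-color oligonucleotide microarrays. HK-2 cells are human proximal tubular cells immortalized with papillomavirus genes, and RPTEC/TERT1 cells are human renal proximal tubular epithelial cells immortalized with telomerase. IL-1β is a pro-inflammatory cytokine, and Empa (empagliflozin) inhibits the sodium-glucose cotransporter SGLT2, which is encoded by SLC5A2. After starvation, the cells received no ligand (control), IL-1β at 10 ng/mL or Empa at 500 nM for 24 h, and no array carries cells that received both. Each line and treatment was measured in 2 biological replicates, so there are 6 groups of 2 arrays, and this number limits the precision. Each of the 4 slides held a control, an IL-1β and an Empa array of the same line and replicate number (a trio) in the same 3 positions. The replicate 1 slides of both lines shared a scan, as did the replicate 2 slides. The array carries 34127 different probes for human transcripts. The authors deposited the signal intensities that Agilent's Feature Extraction software read from each array, with the background subtracted and without normalization between arrays. They also deposited a table of log2 values, which they call quantile-normalized. In that table the 3 arrays of a slide share their distribution of values and the 4 slides do not, and the median log2 value was 8.31 on the slide of HK-2 replicate 1 and between 6.65 and 7.05 on the others. For the array method the paper refers to an earlier publication, its text names no normalization or test for the arrays, and the legend of Table S1 counts any positive fold change as upregulated and any negative one as downregulated. Here the background-subtracted signal was scaled to the 75th percentile of its array, raised to at least 1 signal unit and given on the log2 scale relative to that percentile. Spots marked as outliers by the software (1.06% to 1.61% of the spots of an array) were left out and repeated spots of a probe were averaged, which gave 33483 probes with a value on all 12 arrays. The 75th percentile lay between 298 and 765 signal units, between 53.5% and 63.1% of the probes of an array were well above background, and between 7 and 214 probes were saturated. The percentage of probes well above background was lowest for RPTEC/TERT1 control replicate 2 and highest for HK-2 Empa replicate 2.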

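The line of each array was taken from the sample titles, which name both lines as the paper does. Another field of the labels names HK-2 for all 12 arrays. Across the 15329 probes well above background on all 12 arrays, the control arrays labelled HK-2 replicate 1 and RPTEC/TERT1 replicate 2 correlated with a Pearson's r of 0.984, and those labelled HK-2 replicate 2 and RPTEC/TERT1 replicate 1 with 0.973. The control arrays labelled as replicates of HK-2 correlated with 0.880 and those of RPTEC/TERT1 with 0.875. These correlations are across probes, which are not independent replicates. The IL-1β and Empa arrays followed the same order, with r between 0.960 and 0.984 for these pairs across the labels and between 0.852 and 0.869 within a label. Every statement about a single line therefore refers to the arrays labelled with that line. Counts over all 4 trios do not depend on the line labels.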

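Each treatment was compared with control by limma across 15717 genes, each represented by its brightest probe among those well above background on both arrays of at least 1 group. At an adjusted p threshold of 0.05 (limma with Benjamini-Hochberg adjustment), IL-1β changed 0 genes on the arrays labelled HK-2 and 0 on those labelled RPTEC/TERT1, with 591 and 449 genes at an unadjusted p under 0.05. The mean of both lines gave 8 genes, of which 5 were higher and 3 lower with IL-1β, and 1202 genes at an unadjusted p under 0.05. This count was 0 when any 1 of 5 arrays was left out, namely both HK-2 controls, both RPTEC/TERT1 controls and RPTEC/TERT1 IL-1β replicate 2. With the replicate number of each line as a block, which is also the slide, the counts for IL-1β were 40 genes for HK-2, 41 for RPTEC/TERT1 and 865 for the mean, with 319 higher and 546 lower, and all 8 genes were among them. A fit with 1 effect per treatment over the 4 trios, which does not use the line labels and was chosen after the data were examined, gave 1955 genes for IL-1β. The 8 genes, named after their values were seen, had log2 fold changes with IL-1β of 7.73 (FCAMR), 4.62 (MIR146A), 4.50 (ZC3H12A), 4.31 (SCG5), 4.06 (PIM2), -3.88 (LINC00965), -3.43 (SLC27A2) and -2.78 (ZDHHC8P1), with the same sign in 4 of 4 trios and adjusted p between 0.0202 and 0.0473 from limma. FCAMR and LINC00965 were well above background on 4 arrays each, SCG5 and ZDHHC8P1 on 8 each and SLC27A2 on 10, so the sizes of their changes depend on signals near background.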

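For Empa, limma found 0 genes on the arrays labelled HK-2, 0 on those labelled RPTEC/TERT1 and 0 for the mean of both lines, with 197, 42 and 205 genes at an unadjusted p under 0.05. With the replicate block the 3 counts were again 0, with 1461, 336 and 1445 genes at an unadjusted p under 0.05. The methods' t-test, which the paper states for real-time PCR and ELISA, gave 0 genes for Empa in either line after Benjamini-Hochberg adjustment, with 375 and 210 below 0.05 without it. Without a filter on dim probes, the alternative that moved the Empa counts most, limma found 3, 4 and 5 genes among 25622. The difference in effect between the lines as labelled was past the threshold for 0 genes for IL-1β and 0 for Empa. Since arrays of one label were unlike each other, this comparison cannot tell whether the lines respond alike. Between the replicates of a line, each set against its own control array, the log2 differences correlated across probes with r = 0.38 for IL-1β in HK-2 and 0.47 in RPTEC/TERT1, and with 0.25 and 0.05 for Empa. Without an effect the value is 0 only if the slides share no other trend. Each treatment had the same position on every slide, so values above 0 need not come from the treatment. Between the trios labelled HK-2 replicate 1 and RPTEC/TERT1 replicate 2 these correlations were 0.866 for IL-1β and 0.338 for Empa, between HK-2 replicate 2 and RPTEC/TERT1 replicate 1 they were 0.663 and 0.499, and between the trios of a scan they were 0.509 and 0.304 for IL-1β and 0.0738 and 0.342 for Empa. A list of IL-1β and NF-κB response genes written before the data were examined, of which 31 were tested, had a median log2 fold change with IL-1β of 3.97 on the arrays labelled HK-2 and 3.50 on those labelled RPTEC/TERT1 (limma's camera with a preset correlation, adjusted p = 1.46e-35 each). These calls did not hold under fry, which uses the correlation in the data (adjusted p = 0.122 each). With Empa the same list had medians of -0.30 and -0.25 (camera, adjusted p = 0.633 and 0.336).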

Microarray hybridization analysis identified 259 genes (Table S1) that were uniformly upregulated by IL-1β (10 ng/mL) (any positive fold change, i.e., potentially involved in the tubular inflammatory response) but downregulated by Empa (500 nM) (any negative fold change, i.e., potentially involved in the suppression of tubular response mechanisms) after 24 h of stimulation in two independent HPTC lines (*n* = 2, each). 

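Within each trio, IL-1β and Empa were compared with the control array of the same slide. Of the 33483 probes, 272 were higher with IL-1β and lower with Empa, by any amount, in all 4 trios. They carry 262 different transcript accessions, of which 239 are RefSeq accessions. If the 3 treatments are assigned to the arrays of each trio in every possible way, each probe without ties shows the pattern in exactly 1 of the assignments. The mean count over all assignments was 18.9 probes and the median 8, and 6 assignments, the real one included, gave a count of 272 or more. Each of the 6 possible orders of the treatments was found in all 4 trios for some probes. The reverse order, with Empa above and IL-1β below control, was the most frequent with 409 probes, and the order control, Empa, IL-1β from high to low was found for 303 probes. The remaining orders were found for 187 (IL-1β, Empa, control), 56 (control, IL-1β, Empa) and 36 probes (Empa, IL-1β, control).

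**Figure D1:**
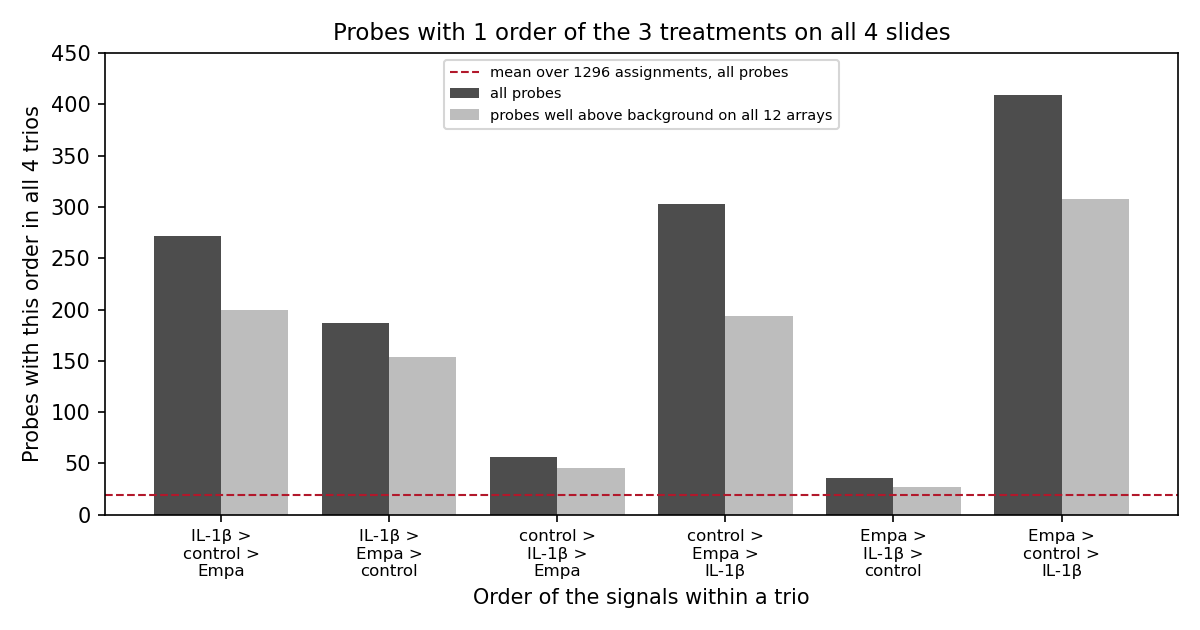
Number of probes (vertical axis) with a given order of the signals of IL-1β, control and Empa (horizontal axis, from high to low) in all 4 trios, for all 33483 probes (dark bars) and for the 15329 probes well above background on all 12 arrays (light bars); the dashed line is the mean over all assignments of the treatments for all probes. The order IL-1β, control, Empa was found for 272 and 200 probes, and the reverse order for 409 and 308.

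The differences were small. Over the 272 probes the mean difference had a median of 0.73 on the log2 scale for IL-1β, with quartiles of 0.42 and 1.41, and of -0.52 for Empa, with quartiles of -0.74 and -0.34. The smallest of the 8 differences of a probe had a median size of 0.09. When each difference had to exceed 0.1, 120 probes were left, and 11 when each had to exceed 1.5-fold. Of the 272 probes, 200 were well above background on all 12 arrays and 2 on none. Among the 207 of them that represent a gene in the limma fit, 1 was past an adjusted p of 0.05 for IL-1β in the mean of both lines (37 with the replicate block) and 0 for Empa (0 with the replicate block). When the means of the replicates were compared, 1910 probes showed the pattern. Against the control of the other replicate number 45 did, where the difference between the slides enters both replicates with opposite signs. Over any 3 of the 4 trios it was found for 413 to 686 probes, against 115 to 117 by chance. The authors' table gave 256 probes, 163 of them among the 272.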

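The 5 genes with the largest value of the smallest of the 8 differences were NR1H4 (1.06 on the log2 scale), PTGS1 (0.95), ABCA12 (0.93), UCN2 (0.88) and IL4I1 (0.81), and all 5 are in Table S1. Their mean differences with IL-1β were 1.64, 2.40, 5.36, 2.27 and 4.47, and those with Empa -1.55, -1.13, -1.74, -1.09 and -1.11, respectively. The probe of IL4I1 was well above background on 12 arrays, that of NR1H4 on 11, UCN2 on 10, ABCA12 on 8 and PTGS1 on 4, so the sizes for NR1H4, UCN2, ABCA12 and PTGS1 depend in part on signals near background. A brighter probe of PTGS1, well above background on 7 arrays, also showed the pattern, with a smallest difference of 0.17. Of the 4 probes that represent their gene in the limma fit, those of NR1H4, ABCA12, UCN2 and IL4I1, none was past an adjusted p of 0.05 for either treatment in the mean of both lines. Under the replicate block, IL-1β passed for NR1H4 (adjusted p = 0.00857) and UCN2 (adjusted p = 0.0306), and Empa for none of the 4, with adjusted p from 0.329 to 0.781.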

Only 259 out of >30,000 genes exhibited both transcriptomic expression patterns and were subject to subsequent pathway enrichment analysis. 

The functional annotation of these genes using Database for Annotation, Visualization and Integrated Discovery (DAVID) enrichment analysis (see Materials and Methods) identified eight pathway clusters involved (EASE score < 0.05) (Table S2). 

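The genes of the cluster used here are NR1H4, SRC, CCL3L3, ASS1, CEBPB, EDN1 (which encodes ET-1), ZC3H12A, LCN2, CCL2 (which encodes MCP-1), RELA and ICAM1. The paper counts 12 genes in this cluster, and only these 11 were followed here. The study chose these 11 genes on the same arrays, so their tests are not independent evidence. All 11 had a positive log2 fold change with IL-1β and a negative one with Empa in the mean of both lines. In limma 1 of the 11, ZC3H12A, was past an adjusted p of 0.05 for IL-1β over all genes tested and 1 when adjusted over the list alone. This gene did not pass over all genes when any 1 of the 4 control arrays, HK-2 IL-1β replicate 1 or RPTEC/TERT1 IL-1β replicate 2 was left out. When the replicate number was a block, 4 genes passed (CCL2, EDN1, NR1H4 and ZC3H12A) and 7 when adjusted over the list alone. For Empa, 0 of the 11 passed, and with the replicate block 0 over all genes and 3 when adjusted over the list alone; at an unadjusted p under 0.05 there were 0 and 3. In 8 of the 11 genes the signal was above control with IL-1β and below it with Empa in all 4 trios. The others were RELA, with the pattern in 3 trios, and CCL3L3 and CEBPB, with 2. CEBPB was well above background on all 12 arrays and with Empa was 0.16 (log2) above control in HK-2 replicate 1 and 0.04 above in RPTEC/TERT1 replicate 2. In HK-2 replicate 2, RELA with IL-1β was below control by -0.15, while its other probe was above by 0.20. That probe also had the pattern in 3 trios, and with Empa was 0.21 above control in RPTEC/TERT1 replicate 2. CCL3L3 was well above background on 4 arrays, so most of its differences have no measured size. The sign of the mean Empa effect changed for CCL2, CCL3L3, CEBPB, EDN1, ICAM1 and LCN2 when single arrays were left out, where arrays of different slides are set against each other. Within the slides, the signals of EDN1 and ICAM1 were lower with Empa in 4 of 4 trios. Those of CCL2 and LCN2 were as well, but in 2 of these trios neither array was well above background, so their direction is measured in 2 trios.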

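The CCL2 probe lies on chromosome 17 of hg19 from 32584050 to 32584109, within CCL2. Its log2 fold change with IL-1β in the mean of both lines was 5.94 (standard error 3.13, adjusted p = 0.793 from limma without a block and 0.00970 with the replicate block), and the signal was higher in 4 of 4 trios. The probe was saturated with IL-1β in HK-2 replicate 1 and RPTEC/TERT1 replicate 2, and the control was not well above background in HK-2 replicate 2 and RPTEC/TERT1 replicate 1, so each fold is a lower bound. A bound was computed from the saturated signal, or with the control at the lowest signal among probes well above background on its array where that was higher than its own. IL-1β raised CCL2 at least 164-fold in HK-2 replicate 1, at least 18.9-fold in HK-2 replicate 2, at least 11.8-fold in RPTEC/TERT1 replicate 1 and at least 192-fold in RPTEC/TERT1 replicate 2. With Empa the log2 fold change was -0.78 (standard error 3.13, adjusted p = 1 from limma, 0.717 with the replicate block). The signal was lower in 4 of 4 trios, and both arrays were well above background only in HK-2 replicate 1 (0.596-fold of control) and RPTEC/TERT1 replicate 2 (0.419-fold). With single arrays left out, where the control levels of different slides enter (-0.11 in HK-2 replicate 1 and -6.18 in HK-2 replicate 2, log2), the log2 fold change of CCL2 with Empa lay between -2.40 and 0.85.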

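The EDN1 probe lies on chromosome 6 of hg19 from 12296672 to 12296731, within EDN1. Its log2 fold change with IL-1β was 1.15 (standard error 2.27, adjusted p = 1.00 from limma without a block and 0.0215 with the replicate block). The standard error without a block is large because the signals of EDN1 and CCL2 differed between the replicates of a label, with a log2 value of 1.42 for EDN1 in the control of HK-2 replicate 1 and of -3.96 in that of replicate 2. The fold changes with IL-1β were 1.54 and 2.76 in HK-2 replicates 1 and 2 and 2.46 and 2.35 in RPTEC/TERT1 replicates 1 and 2. With Empa the log2 fold change of EDN1 was -0.89 (standard error 2.27, adjusted p = 1 from limma, 0.517 with the replicate block). The signal was 0.541-fold and 0.667-fold of control in HK-2 replicates 1 and 2, 0.479-fold in RPTEC/TERT1 replicate 2, and not well above background with Empa in RPTEC/TERT1 replicate 1, where it was at least 1.89-fold lower. The array's other EDN1 probe was higher with IL-1β in 3 of 4 trios and lower with Empa in 4 of 4, and was well above background on 8 arrays. With Empa it gave 0.221-fold of control in HK-2 replicate 1 and 0.359-fold in RPTEC/TERT1 replicate 2. In the other trios neither its control nor its Empa array was well above background. With single arrays left out, where the difference between the slides enters, the log2 fold change of the probe in the fit lay between -0.25 and 2.55 for IL-1β and between -2.29 and 0.51 for Empa.

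**Figure D2:**
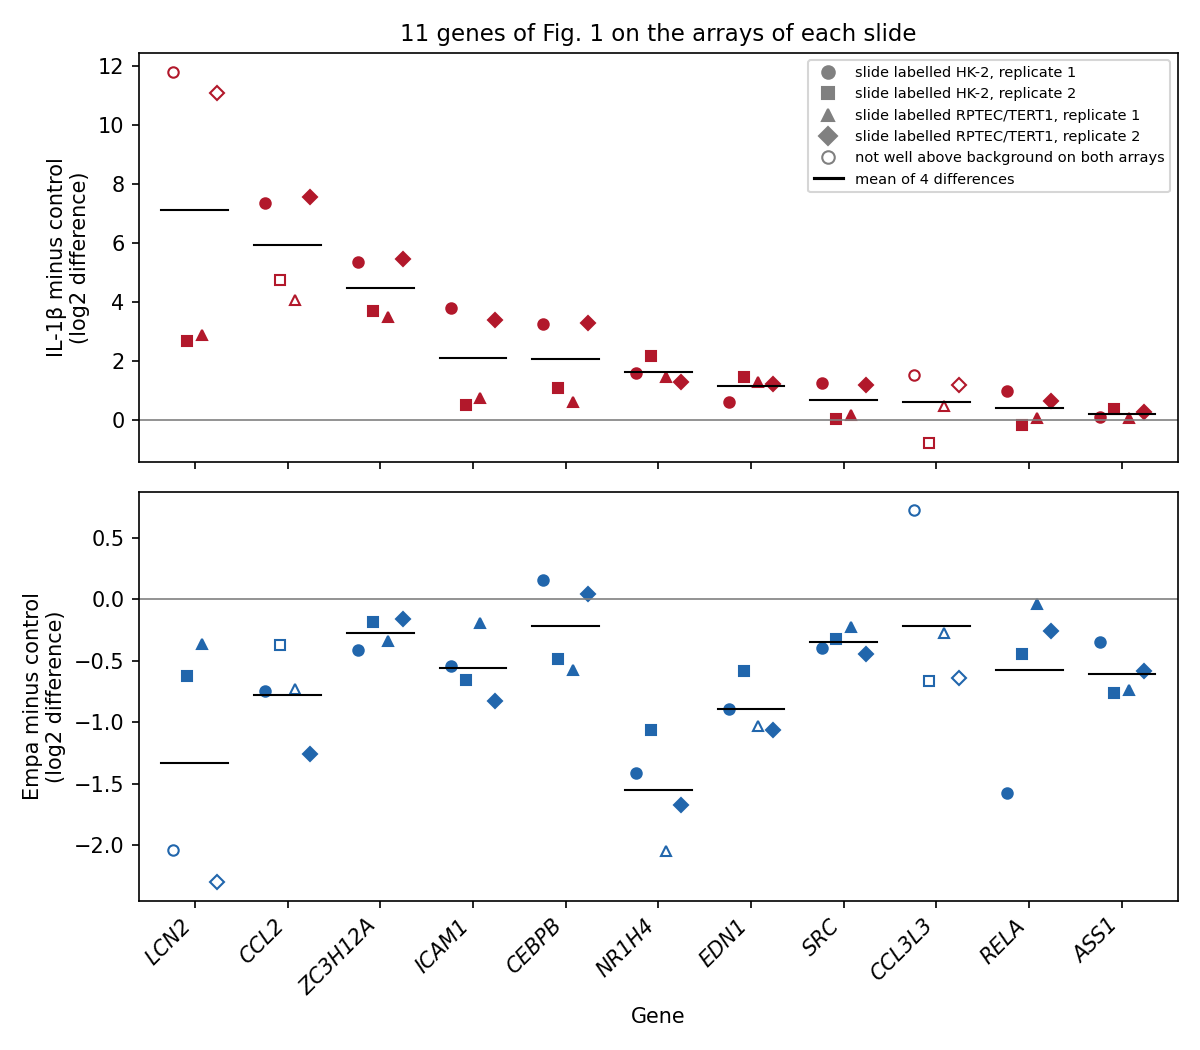
Log2 differences from the control array of the same slide (vertical axes) for 11 genes of Fig. 1 (horizontal axis), with IL-1β (upper panel) and Empa (lower panel); each marker is 1 slide, an open marker means that at least 1 of both arrays was not well above background, and the black line is the mean of the 4 differences. The means are positive for IL-1β and negative for Empa for all 11 genes, and CEBPB lies above 0 with Empa on 2 slides.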

Among the 12 genes annotated to the highest ranked cluster (enrichment score, 3.51) (Figure 1), two genes of interest, namely, MCP-1/CCL2 and ET-1, were selected for verification at the mRNA and protein levels based on their established involvement in early pathogenesis of diabetic and non-diabetic kidney disease.

In HK-2 cells, basal MCP-1/CCL2 mRNA expression was upregulated by IL-1β (10 ng/mL) after 1 h (15-fold, *p* < 0.01) and 24 h (41-fold, *p* < 0.001) but downregulated by Empa (500 nM) after 1 h (0.6-fold, *p* < 0.01) and 24 h (0.8-fold, *p* < 0.05). The co-administration of Empa inhibited IL-1β-mediated MCP-1/CCL2 mRNA expression after 1 h (0.2-fold, *p* < 0.01) and 24 h (0.16-fold, *p* < 0.001) (Figure 2A,B). Concordant results were obtained in RPTEC/TERT1 cells: IL-1β (10 ng/mL) led to a 19- and 52-fold induction of basal MCP-1/CCL2 mRNA expression after 1 and 24 h (*p* < 0.01 and *p* < 0.001), respectively. Empa inhibited basal MCP-1/CCL-2 mRNA expression 0.5-fold (*p* < 0.001) and 0.44-fold (*p* < 0.01) after 1 and 24 h, respectively. The co-administration of Empa inhibited IL-1β-mediated MCP-1/CCL2 mRNA expression by 0.2-fold (*p* < 0.01) and 0.6-fold (*p* < 0.01) after 1 and 24 h, respectively (Figure 2C,D).

These results were confirmed at the protein level in both HPTC lines: After 24 h of stimulation, basal MCP-1/CCL2 protein expression was upregulated by IL-1β (10 ng/mL) (54- and 73-fold, respectively, *p* < 0.001 each) and downregulated by Empa (500 nM) (0.53- and 0.6-fold, *p* < 0.001 and *p* < 0.01, respectively) in HK-2 and RPTEC/TERT1 cells, respectively (Figure 3A,B). The co-administration of Empa inhibited IL-1β-mediated MCP-1/CCL2 protein expression after 24 h (0.27- and 0.67-fold, *p* < 0.001 each) in HK-2 and RPTEC/TERT1 cells, respectively (Figure 3A,B).

Basal ET-1 mRNA expression was upregulated by IL-1β (10 ng/mL) after 1 h (3-fold, *p* < 0.001) and 24 h (3-fold, *p* < 0.001) but downregulated by Empa (500 nM) 0.3-fold (*p* < 0.001) and 0.6-fold (*p* < 0.01) after 1 and 24h, respectively. The co-administration of Empa inhibited IL-1β-mediated ET-1 mRNA expression after 1 h (0.2-fold, *p* < 0.001) and 24 h (0.1-fold, *p* < 0.001) in HK-2 cells (Figure 4A,B). Accordingly, in RPTEC/TERT1 cells, IL-1β (10 ng/mL) induced basal ET-1 mRNA expression 8-fold (*p* < 0.001) and 1.7-fold (*p* < 0.001) after 1 and 24 h, respectively. Empa (500 nM) attenuated basal ET-1 mRNA expression after 1 h (0.2-fold, *p* < 0.001) and 24 h (0.6-fold, *p* < 0.05) and inhibited IL-1β-mediated ET-1 mRNA expression when co-administered with IL-1β after 1 h (0.2-fold, *p* < 0.001) and 24 h (0.7-fold, n.s.) of ligand stimulation in RPTEC/TERT1 cells (Figure 4C,D).

Basal ET-1 protein expression was stimulated by IL-1β (10 ng/mL) (10-fold, *p* < 0.001) and downregulated by Empa (500 nM) (0.69-fold, *p* < 0.05) in RPTEC/TERT1 cells after 24 h of incubation. The co-administration of Empa downregulated IL-1β-induced ET-1 protein expression (0.59-fold, *p* < 0.05) in RPTEC/TERT1 cells (Figure 5).

## 3. Discussion

By demonstrating an Empa-mediated inhibition of basal and IL-1β-induced MCP-1/CCL2 as well as ET-1 expression in two independent HPTC lines under normoglycemic conditions, we present novel evidence for anti-inflammatory effects of SGLT2i that might account for SGLT2i-mediated renoprotection in CKD.

The activation of inflammatory pathways is centrally involved in the development and progression of diabetic and non-diabetic CKD [24,25], and the proximal tubule is considered one of the primary sites of damage during initial CKD pathogenesis involving tubular cell growth and the generation of reactive oxygen species, and inflammatory as well as pro-fibrotic mediators [26,27,28]. Pro-inflammatory mediators facilitate the recruitment and activation of inflammatory cells, mostly macrophages, to both the glomerular and tubulo-interstitial compartments [29,30], ultimately leading to renal damage and fibrosis. Moreover, observational studies found increased levels of circulating CRP, fibrinogen, IL-6 and TNF-alpha in patients with DKD [31,32]. Both local and systemic inflammation drives the progression of diabetic and non-diabetic kidney disease [33]. The inflammasome-mediated release of IL-1β has been demonstrated to orchestrate “sterile” inflammation and to promote the onset and progression of DKD [34]. IL-1β antagonism reduces systemic inflammation in type II diabetic patients [35] and had beneficial effects on diabetes-related CKD in murine studies [36,37]. Most recently, the inhibition of IL-1β by using a monoclonal antibody in diabetic db/db mice with progressive kidney disease was demonstrated to reduce the expression of renal damage markers and to attenuate GFR decline [38]. These findings indicate that IL-1β antagonism might be a therapeutic option in diabetic and non-diabetic CKD and emphasize the relevance of our present results showing an inhibitory effect of Empa on IL-1β-mediated gene expression in HPTCs. 

In diabetic animal studies, the use of SGLT2i reduced inflammatory markers and oxidative stress as well as glomerular and tubulo-interstitial damage [39,40,41]. Despite large-scale clinical trials showing nephroprotection promptly after initiating SGLT2i, data regarding the anti-inflammatory potential of SGLT2i in humans are rather scarce. For example, canagliflozin treatment decreased the plasma levels of biomarkers related to inflammation and fibrosis, such as tumor necrosis factor receptor 1, IL-6, matrix metalloproteinase 7 and fibronectin 1, during a two-year follow-up when analyzing samples from a clinical phase II study [42]. Dapagliflozin reduced urinary IL-6 concentrations in a post hoc analysis of a cross-over clinical trial [43]. In HK-2 cells, the high-glucose-induced expression of Toll-like receptor-4, NF-κB, collagen IV and IL-6 was attenuated by Empa [44]. At the cellular level, to date, evidence for SGLT2i-mediated anti-inflammatory potential under normoglycemic conditions is not available. To elucidate the direct effects of SGLT2i on inflammatory response mechanisms at the tubular cell level, we conducted a systematic molecular approach in two independent HPTC lines under normoglycemic conditions, utilizing IL-1β as a pro-inflammatory mediator. Potential genes of interest and related pathways were identified on a genome-wide level by using microarray analysis and the DAVID gene annotation software. Unlike previous transcriptomic studies that selected genes of interest solely based on arbitrary fold-change cut offs, we used a systematic approach by combining a genome-wide screening (i.e., the identification of distinct transcriptomic expression patterns without applying strict fold-change-based selection criteria upfront) with subsequent pathway enrichment analysis to identify potential genes of interest for further in-depth molecular analysis. Based on only 259 out of >30,000 genes (Table S1) that presented uniform expression patterns in the transcriptomic analysis of two independent HPTC lines (i.e., upregulation by IL-1β and downregulation by Empa), pathway enrichment analysis identified eight pathway clusters involved (Table S2). By focusing on the highest annotated pathway cluster (enrichment score, 3.51) and its 12 related genes (Figure 1), two genes of interest, namely, MCP-1/CCL2 and ET-1, were selected for further verification at the mRNA and protein levels based on their established involvement in the early pathogenesis of diabetic- and non-diabetic kidney disease.

The chemokine MCP-1/CCL2 is expressed by mononuclear and renal cells, facilitating the recruitment of monocytes and macrophages during inflammatory states, including renal pathologies such as lupus nephritis, IgA nephropathy, crescentic glomerulonephritis and diabetic nephropathy, via G-protein coupled CC-chemokine receptor-2 (CCR2) [45]. Diabetic animals show increased glomerular MCP-1/CCL2 expression during early disease stages [30,31], and tubular MCP-1/CCL2 overexpression has been demonstrated both in experimental [46] and human DKD [47]. Urinary MCP-1/CCL2 is increased in patients with DKD and is independently associated with rapid GFR decline [48,49]. High glucose and advanced glycation endproducts can induce tubular MCP-1 secretion in diabetic mice [46]. MCP-1/CCL2 knockout was demonstrated to inhibit the development of albuminuria and to reduce the number of atrophic tubules promptly after diabetes onset in streptozotocin-induced diabetic mice [46,50]. Strategies to experimentally interfere with the MCP-1/CCR2 system have been demonstrated to reduce glomerular hypertrophy as well as the renal expression of fibronectin, collagen type IV and the pro-fibrotic mediator TGF-ß1 [51,52]. MCP-1/CCL2 is a potential target for DKD treatment, as established nephroprotective therapies, such as RAAS inhibition, have been demonstrated to reduce renal MCP-1 expression and macrophage recruitment in experimental diabetic nephropathy [53] as well as to ameliorate albuminuria, slow GFR decline and decrease urinary MCP-1/CCL2 in type II DKD patients [54]. More recently, the inhibition of MCP-1/CCL2 using neutralizing antibodies or downstream receptor blockade has been demonstrated to reduce albuminuria and inflammation in rodent DKD models [31,55]. Emapticap pegol, an MCP-1/CCL2 inhibitor, reduced albuminuria in a phase II clinical trial [56]. Beyond its beneficial effects in DKD, the blockade of the MCP-1/CCL2 axis has demonstrated nephroprotective potential in a mouse model of non-diabetic kidney disease [45]. By demonstrating an MCP-1/CCL2-lowering effect of Empa in HPTCs, we thus present novel evidence for the anti-inflammatory potential of SGLT2i, which might have therapeutic implications beyond attenuating DKD, given the key role of inflammation for non-diabetic kidney disease as well as extra-renal diabetic complications.

The 21-amino-acid peptide ET-1 is the most abundant endothelin isoform and—as the most potent human vasoconstrictor—primarily expressed by the vascular endothelium to maintain vascular tone and blood pressure. In the kidney, ET-1 is predominantly produced by endothelial and tubular cells and has multiple auto- and paracrine effects via the activation of two G-protein coupled receptor subtypes, namely, ETA and ETB. Renal ET-1 expression is generally increased in different types of kidney disease, including DKD, and has been described to mediate vasoconstriction, proteinuria, inflammation, mesangial cell proliferation and interstitial fibrosis [57]. Selective ETA or dual ETA/ETB receptor blockade demonstrated renoprotective potential in experimental preclinical studies [58,59] as well as in recent clinical trials involving patients with diabetic and non-diabetic kidney disease [60,61,62,63]. Most recently, the SONAR trial demonstrated that atrasentan, a selective ETA receptor antagonist, reduces the risk of renal events (the doubling of serum creatinine or end-stage renal disease) in patients with diabetes and CKD (HR, 0.65; *p* < 0.005) [64]. While the renal benefit of endothelin receptor blockade seems to be consistent, the underlying protective mechanisms are far less understood but—at least partly—involve anti-inflammatory effects: the selective blockade of the ETA receptor attenuates renal macrophage infiltration as well as the urinary excretion of TGF-β and prostaglandin E2 in diabetic rats [65]. These findings are in line with previous animal studies showing that ET-1 induces renal inflammatory mechanisms, such as macrophage recruitment and cytokine release, in diabetic and non-diabetic nephropathies [66,67]. Furthermore, ETA receptor blockade maintains podocyte integrity by reducing heparinase overexpression in rodent DKD models [68,69]. To date, there are no data available regarding the pharmacologic inhibition of tubular ET-1 excretion in HPTCs. 

Our study is the first to demonstrate an SGLT2i-mediated attenuation of basal and IL-1β-induced endothlin-1 expression in two independent HPTCs at the mRNA and protein levels. Given the evidence for the involvement of ET-1 in the early (inflammatory) pathogenesis of CKD, this SGLT2i-mediated effect might—at least partially—explain the observed effectiveness of this class of drugs in large-scale clinical trials. Most interestingly, the observed anti-inflammatory effects of Empa seem to be tubular cell-specific, as ET-1 expression was not affected by canagliflozin in vascular endothelial cells and IL-1β-induced MCP-1/CCL2 and IL-6 mRNA expression was attenuated by canagliflozin but not empa- or dapagliflozin in these cells [70]. We present novel evidence for the interference of Empa with tubular inflammatory response mechanisms under normoglycemic conditions. In light of the results of the DAPA-CKD trial demonstrating SGLT2i-mediated nephroprotection in CKD patients regardless of the presence or absence of diabetes [20], our results provide evidence for one potential mechanism underlying SGLT2i-mediated renoprotection in normoglycemic CKD patients. However, further studies are necessary to elucidate the downstream molecular mechanisms of Empa-mediated effects on the tubular inflammatory response as well as to assess the potential beneficial effects of SGLT2i-mediated tubular MCP-1/CCL2 and/or ET-1 suppression in animal models and humans.

## 4. Materials and Methods 

### 4.1. Reagents

The cell culture media, including the keratinocyte growth supplement, fetal bovine serum (FBS) and GlutaMAX^TM^ supplement, were obtained from Gibco Life Technologies (Paisley, UK) via Thermo Fisher Scientific (Waltham, MA, USA). Trypsin-EDTA, penicillin–streptomycin solution, hydrocortisone, and epidermal growth factor (EGF) were purchased from Sigma Aldrich Productions GmbH (Steinheim, Germany). Insulin–Transferrin–Sodium Selenite supplement (ITS) was purchased from Roche (Basel, Switzerland). Empagliflozin (Empa) was obtained from Selleckchem (Houston, TX, USA), and recombinant human IL-1β, from R&D Systems (Minneapolis, MN, USA) via Biomedica Medizinprodukte GmbH (Wien, Austria). 

### 4.2. Cell Culture

Human kidney 2 (HK-2) cells (American Type Culture Collection, Rockville, MD, USA) as well as RPTEC/TERT1 cells (Evercyte GmBH, Vienna, Austria) were cultured under normoglycemic conditions as described previously in detail [71,72,73,74,75]. The HPTCs were serum- and supplement-starved for 24 h and used for experiments after an additional medium change. Empa (500 nM) and IL-1β (10 ng/mL) stimulation was performed in the absence of serum and growth supplements, except for ELISA-based monocyte chemoattractant protein-1/CC-chemokine ligand 2 (MCP-1/CCL2) protein measurements, where 2% fetal bovine serum (FBS) was added at the time of stimulation according to the manufacturer’s protocol. 

### 4.3. Microarray Hybridization Analysis 

Microarray hybridization analysis was conducted for each experimental condition in biological duplicates using Agilent oligonucleotide microarrays according to the Agilent One-Color Microarray protocol (Agilent Technologies, Santa Clara, CA, USA). A detailed description of the method has been published previously [22]. The microarray analysis followed the Minimum Information About a Microarray Experiment (MIAME) guidelines [76]. The complete microarray data set has been submitted to the Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) (accession number: GSE155867).

### 4.4. Pathway Enrichment Analysis

Molecular pathway enrichment analysis using the Database for Annotation, Visualization and Integrated Discovery (DAVID) [77,78] tool was conducted for those genes that were identified to be differentially expressed (i.e., upregulated by IL-1β and downregulated by Empa) according to the conducted microarray analysis (see above). The DAVID bioinformatics database (https://david.ncifcrf.gov/) consists of an integrated biological knowledgebase and analytic data-mining tools aimed at systematically extracting biological meaning from large gene/protein lists derived from high-throughput genomic experiments (e.g., microarray analysis). The DAVID bioinformatics database allows the functional annotation of differentially expressed genes by using multiple pathway-mining tools (e.g., KEGG, Biocharta, BBID, etc.) and gene ontology terms, thereby enabling an in-depth understanding of the biological themes that are enriched in HPTCs. The Expression Analysis Systematic Explorer (EASE) score, a statistical test for the over-representation of annotation classes, was computed. Annotation categories with an EASE score of less than 0.05 were considered statistically significant.

### 4.5. Ribonucleic Acid (RNA) Extraction and Real-Time PCR Analysis

Total RNA was isolated from HPTCs according to the manufacturer’s protocol for the innuPREP RNA Mini Kit 2.0 (Analytik Jena AG, Jena, Germany). The RNA yield was determined using a spectrophotometer (DeNovix, Wilmington, DE, USA). cDNA was generated by the reverse transcription of RNA using the High Capacity cDNA Reverse Transcription kit (Applied Biosystems, Foster City, CA, USA) and then analyzed on a 7500 Fast Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) utilizing the respective TaqMan^®^ Gene Expression Assays (Gibco Life Technologies, Paisley, UK, via Thermo Fisher Scientific, Waltham, MA, USA): MCP-1/CCL2 (Hs00234140_m1), endothelin-1 (ET-1) (Hs00174961_m1) and GAPDH (Hs99999905_m1). The 2^−ΔΔCT^ method was used for the relative quantification of the real-time PCR data, utilizing GAPDH as a reference gene. A detailed description of the methods used has been given elsewhere [22].

### 4.6. Enzyme-Linked Immunosorbent Assays

MCP-1/CCL2 and ET-1 protein expression was measured in cell supernatants. The analysis of protein expression was performed using commercially available enzyme-linked immunosorbent assay (ELISA) kits according to the manufacturer’s instructions. The following ELISA kits were purchased: human MCP-1/CCL2 (ELH-MCP1) (RayBiotech Life, Peachtree Corners, GA, USA) and (DCP00) (R&D Systems, Minneapolis, MN, USA), and human ET-1 (DET100) (R&D Systems, Minneapolis, MN, USA).

### 4.7. Cell Viability

Cell viability was assessed for each experimental condition by using an MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) assay (Cell Proliferation Kit I, Roche Diagnostics GmbH, Penzberg, Germany) according to the manufacturer’s instructions. The method has been described in detail previously [22]. The cell viability did not significantly differ between the experimental conditions.

### 4.8. Statistical Analyses

The pathway enrichment analysis was statistically evaluated by calculating the *Expression Analysis Systematic Explorer* (EASE) score. An EASE score < 0.05 reflects a statistically significant over-representation of annotation classes. The data of the quantitative real-time PCR and ELISA are presented as dots in the scatter plot graphs and as mean values ± SEM bars for each experimental condition. Groups were compared by unpaired t-tests, and a *p*-value < 0.05 was considered statistically significant.

## Figures and Tables

**Figure 1:**
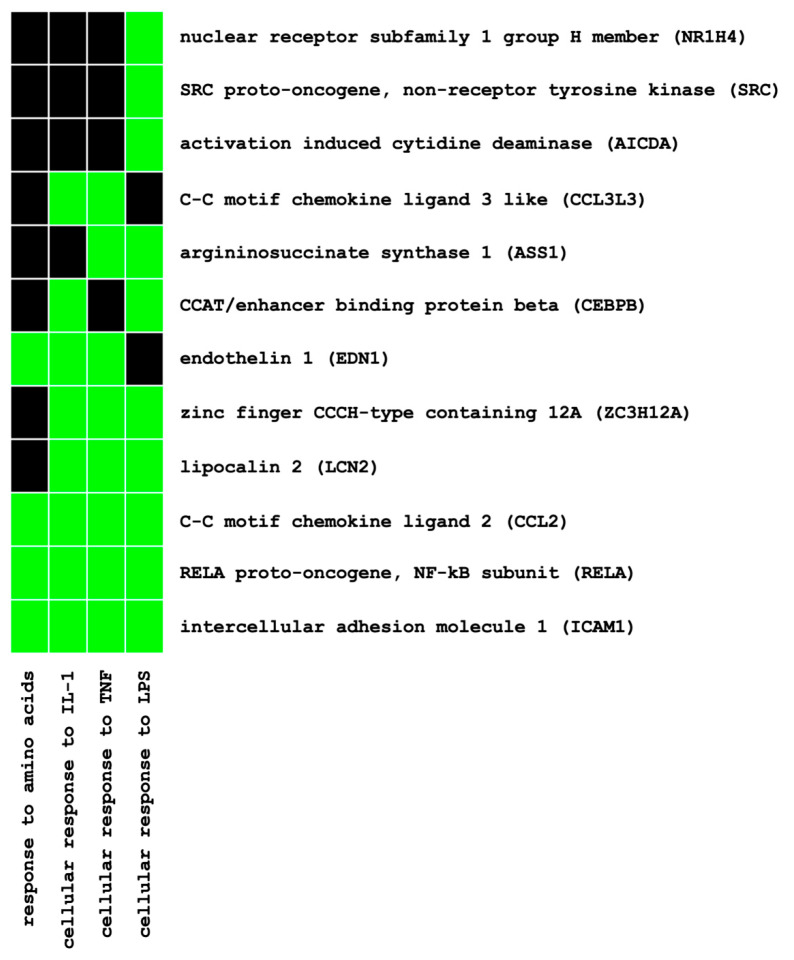
Functional annotation of differentially expressed genes using pathway enrichment analysis (DAVID): gene–pathway relationships of the highest ranked pathway cluster (enrichment score, 3.51). Established (=green) and unknown (=black) gene–pathway relationships.

**Figure 2:**
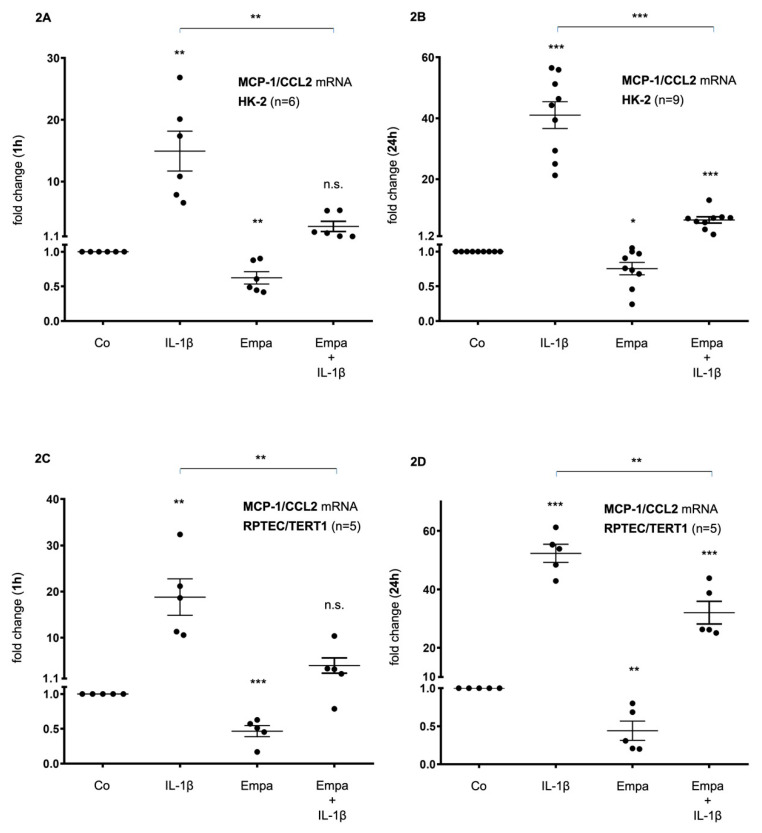
Inhibitory effect of empagliflozin on basal and IL-1β-induced MCP-1/CCL2 mRNA expression in human proximal tubular cells (HPTC). HPTCs were serum- and supplement-starved for 24 h and then stimulated for 1 h (**A**,**C**) or 24 h (**B**,**D**) with IL-1β (10 ng/mL), 500 nM empagliflozin (Empa), or a combination of Empa (500 nM) and IL-1β (10 ng/mL). Controls (Co) were left unstimulated for 1 h (**A**,**C**) or 24 h (**B**,**D**). Data are presented as fold induction above MCP-1/CCL2 control levels after normalizing to GAPDH expression. For each experimental condition, data of (n) independent experiments are presented as dots in scatter plot graphs with the respective mean ± SEM bars. (**A**,**B**) In HK-2 cells, IL-1β (10 ng/mL) led to a 15-fold and 41-fold induction of MCP-1/CCL2 mRNA expression after 1 h (**A**) and 24 h (**B**) of ligand stimulation, respectively (** *p* < 0.01 and *** *p* < 0.001, respectively, when compared with unstimulated control cells). Empa (500 nM) downregulated basal MCP-1/CCL2 mRNA expression by 0.6-fold and 0.8-fold after 1 h (**A**) and 24 h (**B**), respectively (** *p* < 0.01 and * *p* < 0.05, respectively, when compared with unstimulated control cells). Co-administration of Empa inhibited IL-1β-mediated MCP-1/CCL2 mRNA expression after 1 h (0.2-fold, ** *p* < 0.01) (**A**) and 24 h (0.16-fold, *** *p* < 0.001) (**B**). cDNA from *n* = 6 (**A**) and *n* = 9 (**B**) independent RNA isolations was used for real-time PCR analysis, respectively. (**C**,**D**) In RPTEC/TERT1 cells, IL-1β (10 ng/mL) led to a 19-fold and 52-fold induction of MCP-1/CCL2 mRNA expression after 1 h (**C**) and 24 h (**D**) of ligand stimulation, respectively (** *p* < 0.01 and *** *p* < 0.001, respectively, when compared with unstimulated control cells). Empa (500 nM) downregulated basal MCP-1/CCL2 mRNA expression by 0.5-fold and 0.44-fold after 1 h (**C**) and 24 h (**D**), respectively (*** *p* < 0.001 and ** *p* < 0.01, respectively, when compared with unstimulated control cells). Coadministration of Empa inhibited IL-1β-mediated MCP-1/CCL2 mRNA expression after 1 h (0.2-fold, ** *p* < 0.01) (**C**) and 24 h (0.6-fold, ** *p* < 0.01) (**D**). cDNAs from *n* = 5 (**C**,**D**) independent RNA isolations were used for real-time PCR analysis, each. n.s. = non-significant difference compared to control.

**Figure 3:**
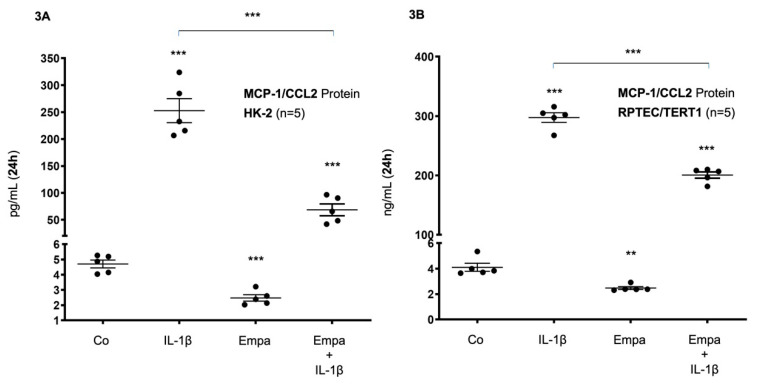
Inhibitory effect of empagliflozin on basal and IL-1β-induced MCP-1/CCL-2 protein expression in human proximal tubular cells. HPTCs were serum- and supplement-starved for 24 h and then stimulated for 24 h with IL-1β (10 ng/mL), 500 nM Empa, or a combination of Empa (500 nM) and IL-1β (10 ng/mL). Controls (Co) were left unstimulated for 24 h (**A**,**B**). Cell supernatants from *n* = 5 independent experiments were used for ELISA. Data are presented as concentrations when compared with MCP-1/CCL2 control levels. For each experimental condition, data of five independent experiments are presented as dots in scatter plot graphs with the respective mean ± SEM bars. (**A**) In HK-2 cells, IL-1β (10 ng/mL) induced MCP-1/CCL2 protein expression 54-fold (*** *p* < 0.001 compared with unstimulated control cells). Empa (500 nM) downregulated basal MCP-1/CCL2 protein expression by 0.53-fold (*** *p* < 0.001, compared with unstimulated control cells). Administration of Empa in the presence of IL-1β resulted in a 0.27-fold inhibition of IL-1β-induced MCP-1/CCL2 protein expression (*** *p* < 0.001 when compared with IL-1β-stimulated cells). (**B**) In RPTEC/TERT1 cells, IL-1β (10 ng/mL) induced MCP-1/CCL2 protein expression 73-fold (*** *p* < 0.001 compared with unstimulated control cells). Empa (500 nM) downregulated basal MCP-1/CCL2 protein expression by 0.6–fold (** *p* < 0.01, compared with unstimulated control cells). Administration of Empa in the presence of IL-1β led to a 0.67-fold inhibition of IL-1β-induced MCP-1/CCL2 protein expression (*** *p* < 0.001 when compared with IL-1β-stimulated cells).

**Figure 4:**
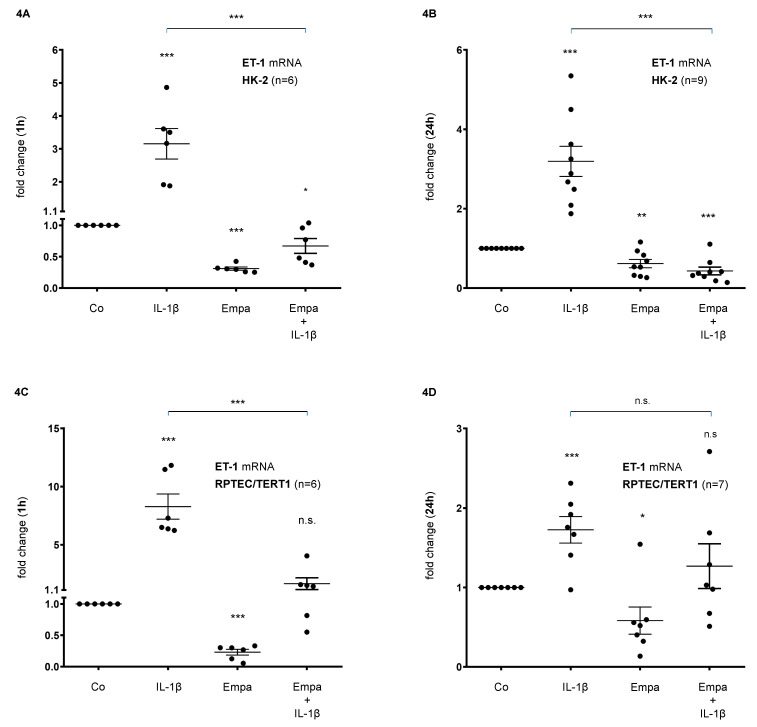
Inhibitory effect of empagliflozin on basal and IL-1β-induced ET-1 mRNA expression in human proximal tubular cells. HPTCs were serum- and supplement-starved for 24 h and then stimulated for 1 h (**A**,**B**) or 24 h (**C**,**D**) with IL-1β (10 ng/mL), 500 nM Empa, or a combination of Empa (500 nM) and IL-1β (10 ng/mL). Controls (Co) were left unstimulated for 1 h (**A**,**C**) or 24 h (**B**,**D**). Data are presented as fold induction above ET-1 control levels after normalizing to GAPDH expression. For each experimental condition, data of (n) independent experiments are presented as dots in scatter plot graphs with the respective mean ± SEM bars. (**A**,**B**) In HK-2 cells, IL-1β (10 ng/mL) stimulated ET-1 mRNA expression 3-fold (*** *p* < 0.001, each, when compared with unstimulated control cells) after 1 h (**A**) and 24 h (**B**) of ligand stimulation, respectively. Empa (500 nM) downregulated basal ET-1 mRNA expression by 0.3-fold and 0.6-fold after 1 h (**A**) and 24 h (**B**), respectively (*** *p* < 0.001 and ** *p* < 0.01, respectively, when compared with unstimulated control cells). Co-administration of Empa inhibited IL-1β-mediated ET-1 mRNA expression after 1 h (0.2-fold, *** *p* < 0.001) (**A**) and 24 h (0.1-fold, *** *p* < 0.001) (**B**). cDNA from *n* = 6 (**A**) and *n* = 9 (**B**) independent RNA isolations was used for real-time PCR analysis, respectively. (**C**,**D**) In RPTEC/TERT1 cells, IL-1β (10 ng/mL) stimulated ET-1 mRNA expression 8-fold and 1.7-fold after 1 h (**C**) and 24 h (**D**) of ligand stimulation, respectively (*** *p* < 0.001, each, when compared with unstimulated control cells). Empa (500 nM) downregulated basal ET-1 mRNA expression by 0.2-fold and 0.6-fold after 1 h (**C**) and 24 h (**D**), respectively (*** *p* < 0.001 and * *p* < 0.05, respectively, when compared with unstimulated control cells). Co-administration of Empa inhibited IL-1β-mediated ET-1 mRNA expression after 1 h (0.2-fold, *** *p* < 0.001) (***C***) and 24 h (0.7-fold, n.s.) (**D**). cDNA from *n* = 6 (**C**) and *n* = 7 (**D**) independent RNA isolations was used for real-time PCR analysis, respectively. n.s. = non-significant difference compared to control.

**Figure 5:**
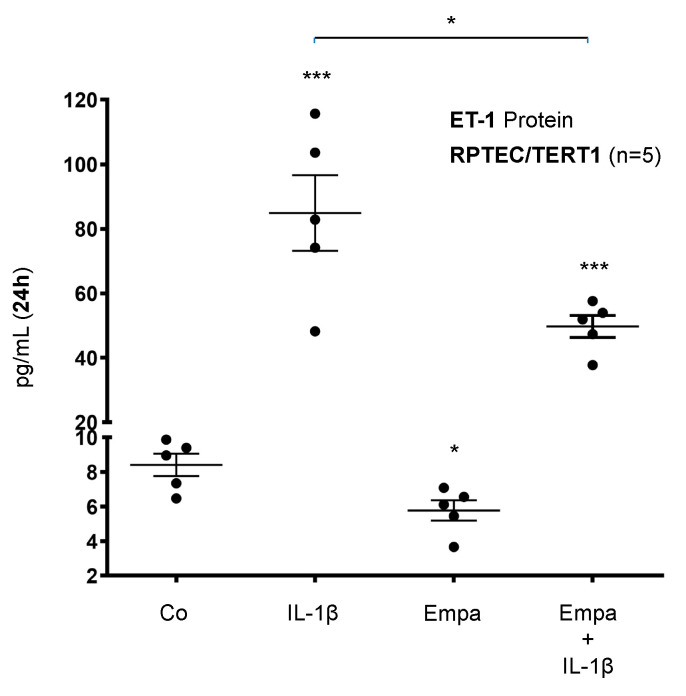
Inhibitory effect of empagliflozin on basal and IL-1β-induced ET-1 protein expression in human proximal tubular cells. RPTEC/TERT1 cells were serum- and supplement-starved for 24 h and then stimulated for 24 h with IL-1β (10 ng/mL), 500 nM Empa, or a combination of Empa (500 nM) and IL-1β (10 ng/mL). Controls (Co) were left unstimulated for 24 h. Cell supernatants from *n* = 5 independent experiments were used for ELISA. Data are presented as concentrations (pg/mL) when compared with ET-1 control levels. For each experimental condition, data of five independent experiments are presented as dots in scatter plot graphs with the respective mean ± SEM bars. IL-1β induced ET-1 protein expression 10-fold (*** *p* < 0.001 compared with unstimulated control cells). Empa downregulated basal ET-1 protein expression by 0.69-fold (* *p* < 0.05 compared with unstimulated control cells). Administration of Empa in the presence of IL-1β resulted in a 0.59-fold inhibition of IL-1β-induced ET-1 protein expression (* *p* < 0.05 when compared with IL-1β-stimulated cells).

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/21/8189/s1. Table S1: Genome-wide identification of SGLT2i’s interaction with early inflammatory response in human proximal tubular cells. Table S2: Pathway annotation clustering based on 259 genes that show a distinct genome-wide expression pattern (i.e., IL-1β-meditated upregulation and Empa-mediated downregulation) in two independent human proximal tubular cell lines.

## Abbreviations

CCR2	CC-chemokine receptor-2
cDNA	Complementary deoxyribonucleic acid
CKD	Chronic kidney disease
CV	Cardiovascular
CT	Cycle threshold
DAVID	Database for Annotation, Visualization and Integrated Discovery
DKD	Diabetic kidney disease
EASE	Expression Analysis Systematic Explorer
EGF	Epidermal growth factor
ELISA	Enzyme-linked immunosorbent assay
Empa	Empagliflozin
ET-1	Endothelin-1
FBS	Fetal bovine serum
GAPDH	Glyceraldehyde-3-phosphate dehydrogenase
HK-2	Human kidney-2
HPTC	Human proximal tubular cell
IL-1ß	Interleukin-1ß
ITS	Insulin–Transferrin–Sodium Selenite supplement
MCP-1/CCL2	Monocyte chemoattractant protein-1/CC-chemokine ligand 2
MIAME	Minimum Information About a Microarray Experiment
mRNA	Messenger ribonucleic acid
MTT	3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide
PCR	Polymerase chain reaction
PDGF-B	Platelet-derived growth factor-ß
RAAS	Renin–angiotensin–aldosterone system
RNA	Ribonucleic acid
RPTEC/TERT1	Renal proximal tubule epithelial cell/TERT-immortalized 1
SEM	Standard error of the mean
SGLT2	Sodium–glucose co-transporter 2
SGLT2i	SGLT2 inhibitors
THBS1	Thrombospondin-1
TNC	Tenascin-C

# Supplementary material for: Empagliflozin Inhibits Basal and IL-1β-Mediated MCP-1/CCL2 and Endothelin-1 Expression in Human Proximal Tubular Cells
**Source:** Int J Mol Sci. 2020 Nov 1;21(21):8189. doi: 10.3390/ijms21218189
**Supplement:** Supplementary file 1

**Table S1:** Genome-wide identification of SGLT2i's interaction with early inflammatory response in human proximal tubular cells.

| Systematic Name | Gene Name                                                   | Systematic Name | Gene Name                                                                       |
|-----------------|-------------------------------------------------------------|-----------------|---------------------------------------------------------------------------------|
| NM_001710       | complement factor B(CFB)                                    | NM_052831       | solute carrier family 18 member B1(SLC18B1)                                     |
| NM_031372       | heterogeneous nuclear ribonucleoprotein D like(HNRNPDL)     | NM_170711       | DAZ associated protein 1(DAZAP1)                                                |
| NM_014299       | bromodomain containing 4(BRD4)                              | NM_001261       | cyclin dependent kinase 9(CDK9)                                                 |
| NM_182628       | cilia and flagella associated protein 100(CFAP100)          | NM_178835       | zinc finger protein 827(ZNF827)                                                 |
| NM_017906       | PAK1 interacting protein 1(PAK1IP1)                         | NM_024015       | homeobox B4(HOXB4)                                                              |
| NM_053279       | family with sequence similarity 167 member A(FAM167A)       | NM_015114       | ankyrin repeat and LEM domain containing 2(ANKLE2)                              |
| NM_001031628    | small cell adhesion glycoprotein(SMAGP)                     | NM_005721       | ARP3 actin related protein 3 homolog(ACTR3)                                     |
| NM_147686       | TRAF3 interacting protein 2(TRAF3IP2)                       | NM_005720       | actin related protein 2/3 complex subunit 1B(ARPC1B)                            |
| NM_018664       | basic leucine zipper ATF-like transcription factor 3(BATF3) | NM_182898       | cAMP responsive element binding protein 5(CREB5)                                |
| NM_025079       | zinc finger CCCH-type containing 12A(ZC3H12A)               | NM_020661       | activation induced cytidine deaminase(AICDA)                                    |
| NM_001511       | C-X-C motif chemokine ligand 1(CXCL1)                       | NM_015213       | DENN domain containing 5A(DENND5A)                                              |
| NM_025072       | prostaglandin E synthase 2(PTGES2)                          | NM_004665       | vanin 2(VNN2)                                                                   |
| NM_001024465    | superoxide dismutase 2, mitochondrial(SOD2)                 | NM_016070       | mitochondrial ribosomal protein S23(MRPS23)                                     |
| NM_033199       | urocortin 2(UCN2)                                           | NM_004973       | jumonji and AT-rich interaction domain containing 2(JARID2)                     |
| NM_000610       | CD44 molecule (Indian blood group)(CD44)                    | NM_138575       | PGAM family member 5, mitochondrial serine/threonine protein phosphatase(PGAM5) |
| NM_001077594    | exocyst complex component 3 like 4(EXOC3L4)                 | NM_003029       | SHC adaptor protein 1(SHC1)                                                     |
| NM_014945       | actin binding LIM protein family member 3(ABLIM3)           | NM_001856       | collagen type XVI alpha 1 chain(COL16A1)                                        |
| NM_003341       | ubiquitin conjugating enzyme E2 E1(UBE2E1)                  | NM_198404       | potassium channel tetramerization domain containing 4(KCTD4)                    |
| NM_000617       | solute carrier family 11 member 2(SLC11A2)                  | NM_004574       | septin 4(SEPT4)                                                                 |
| NM_004901       | ectonucleoside triphosphate diphosphohydrolase 4(ENTPD4)    | NM_002514       | nephroblastoma overexpressed(NOV)                                               |
| NM_003442       | zinc finger protein 143(ZNF143)                             | NM_001008895    | cullin 4A(CUL4A)                                                                |
| NM_003234       | transferrin receptor(TFRC)                                  | NM_004599       | sterol regulatory element binding transcription factor 2(SREBF2)                |
| NM_002662       | phospholipase D1(PLD1)                                      | NM_006503       | proteasome 26S subunit, ATPase 4(PSMC4)                                         |
| NM_139239       | NFKB inhibitor delta(NFKBID)                                | NM_001278081    | uncharacterized LOC388282(LOC388282)                                            |
| NM_006331       | EMG1, N1-specific pseudouridine methyltransferase(EMG1)     | NM_001039182    | bolA family member 2B(BOLA2B)                                                   |
| NM_130439       | MAX interactor 1, dimerization protein(MXI1)                | NR_002776       | MCM3AP antisense RNA 1(MCM3AP-AS1)                                              |
| NM_000997       | ribosomal protein L37(RPL37)                                | NM_005178       | B-cell CLL/lymphoma 3(BCL3)                                                     |
| NM_001079807    | pepsinogen 3, group I (pepsinogen A)(PGA3)                  | NM_004458       | acyl-CoA synthetase long-chain family member 4(ACSL4)                           |
| NM_001017402    | laminin subunit beta 3(LAMB3)                               | NM_001278513    | cullin 4A(CUL4A)                                                                |

|              |                                                                                |              |                                                                          |
|--------------|--------------------------------------------------------------------------------|--------------|--------------------------------------------------------------------------|
| NM_194296    | spermatogenesis associated 24(SPATA24)                                         | NM_000050    | argininosuccinate synthase 1(ASS1)                                       |
| NM_001001437 | C-C motif chemokine ligand 3 like 3(CCL3L3)                                    | NM_001888    | crystallin mu(CRYM)                                                      |
| NM_001039707 | serologically defined colon cancer antigen 3(SDCCAG3)                          | NM_000432    | myosin light chain 2(MYL2)                                               |
| NM_152899    | interleukin 4 induced 1(IL4I1)                                                 | NM_004846    | eukaryotic translation initiation factor 4E family member 2(EIF4E2)      |
| NM_018371    | chondroitin sulfate N-acetylgalactosaminyltransferase 1(CSGALNACT1)            | NM_015307    | family with sequence similarity 189 member A1(FAM189A1)                  |
| NM_030912    | tripartite motif containing 8(TRIM8)                                           | NM_033247    | promyelocytic leukemia(PML)                                              |
| NM_031453    | family with sequence similarity 107 member B(FAM107B)                          | NM_203403    | leucine rich adaptor protein 1 like(LURAP1L)                             |
| NM_030915    | limb bud and heart development(LBH)                                            | NM_000836    | glutamate ionotropic receptor NMDA type subunit 2D(GRIN2D)               |
| NR_024363    | family with sequence similarity 86, member A pseudogene(FAM86B3P)              | NM_006291    | TNF alpha induced protein 2(TNFAIP2)                                     |
| NM_003092    | small nuclear ribonucleoprotein polypeptide B2(SNRPB2)                         | NM_015703    | ribosomal RNA processing 7 homolog A(RRP7A)                              |
| NM_201434    | RAB5C, member RAS oncogene family(RAB5C)                                       | NM_015704    | desumoylating isopeptidase 1(DES1)                                       |
| NM_000962    | prostaglandin-endoperoxide synthase 1(PTGS1)                                   | NM_198179    | pyroglutamylated RFamide peptide receptor(QRFPR)                         |
| NM_001042414 | paraspeckle component 1(PSPC1)                                                 | NM_004995    | matrix metalloproteinase 14(MMP14)                                       |
| NM_006494    | ETS2 repressor factor(ERF)                                                     | NM_004994    | matrix metalloproteinase 9(MMP9)                                         |
| NM_024334    | transmembrane protein 43(TMEM43)                                               | NM_004451    | estrogen related receptor alpha(ESRRA)                                   |
| NM_006988    | ADAM metalloproteinase with thrombospondin type 1 motif 1(ADAMTS1)             | NM_020133    | 1-acylglycerol-3-phosphate O-acyltransferase 4(AGPAT4)                   |
| NM_004240    | thyroid hormone receptor interactor 10(TRIP10)                                 | NM_152713    | STT3A, catalytic subunit of the oligosaccharyltransferase complex(STT3A) |
| NM_021975    | RELA proto-oncogene, NF-kB subunit(RELA)                                       | NM_022481    | ArfGAP with RhoGAP domain, ankyrin repeat and PH domain 3(ARAP3)         |
| NM_006305    | acidic nuclear phosphoprotein 32 family member A(ANP32A)                       | NM_000064    | complement C3(C3)                                                        |
| NM_001098213 | histamine receptor H1(HRH1)                                                    | NM_005564    | lipocalin 2(LCN2)                                                        |
| NM_006303    | aminoacyl tRNA synthetase complex interacting multifunctional protein 2(AIMP2) | NM_001975    | enolase 2(ENO2)                                                          |
| NM_002089    | C-X-C motif chemokine ligand 2(CXCL2)                                          | NM_004126    | G protein subunit gamma 11(GNG11)                                        |
| NM_001031855 | LON peptidase N-terminal domain and ring finger 3(LONRF3)                      | NM_001280790 | surfeit 4(SURF4)                                                         |
| NM_016391    | NOP16 nucleolar protein(NOP16)                                                 | NM_004128    | general transcription factor IIF subunit 2(GTF2F2)                       |
| NM_000777    | cytochrome P450 family 3 subfamily A member 5(CYP3A5)                          | NM_175834    | keratin 79(KRT79)                                                        |
| NM_182639    | HPS1, biogenesis of lysosomal organelles complex 3 subunit 1(HPS1)             | NM_152406    | actin filament associated protein 1 like 1(AFAP1L1)                      |
| NM_032227    | transmembrane protein 164(TMEM164)                                             | NM_198951    | transglutaminase 2(TGM2)                                                 |
| NM_005475    | SH2B adaptor protein 3(SH2B3)                                                  | NM_032977    | caspase 10(CASP10)                                                       |
| NM_014698    | transmembrane protein 63A(TMEM63A)                                             | NM_016594    | FK506 binding protein 11(FKBP11)                                         |

|              |                                                                          |              |                                                                  |
|--------------|--------------------------------------------------------------------------|--------------|------------------------------------------------------------------|
| NM_002982    | C-C motif chemokine ligand 2(CCL2)                                       | NM_181847    | adhesion molecule with Ig like domain 2(AMIGO2)                  |
| NM_021095    | solute carrier family 5 member 6(SLC5A6)                                 | NM_021249    | sorting nexin 6(SNX6)                                            |
| NM_004730    | eukaryotic translation termination factor 1(ETF1)                        | NM_181425    | frataxin(FXN)                                                    |
| NM_003879    | CASP8 and FADD like apoptosis regulator(CFLAR)                           | NM_016613    | family with sequence similarity 198 member B(FAM198B)            |
| NM_001114937 | SH2 domain containing 1A(SH2D1A)                                         | NM_001282695 | family with sequence similarity 107 member B(FAM107B)            |
| NM_001753    | caveolin 1(CAV1)                                                         | NM_005253    | FOS like 2, AP-1 transcription factor subunit(FOSL2)             |
| NM_020962    | immunoglobulin superfamily DCC subclass member 4(IGDCC4)                 | NM_014260    | prefoldin subunit 6(PFDN6)                                       |
| NM_000641    | interleukin 11(IL11)                                                     | NM_020639    | receptor interacting serine/threonine kinase 4(RIPK4)            |
| NM_002638    | peptidase inhibitor 3(PI3)                                               | NM_001039574 | potassium voltage-gated channel subfamily C member 4(KCNC4)      |
| NM_173076    | ATP binding cassette subfamily A member 12(ABCA12)                       | NM_172212    | colony stimulating factor 1(CSF1)                                |
| NM_006244    | protein phosphatase 2 regulatory subunit B'beta(PPP2R5B)                 | NM_007283    | monoglyceride lipase(MGLL)                                       |
| NM_001781    | CD69 molecule(CD69)                                                      | NM_004442    | EPH receptor B2(EPHB2)                                           |
| NM_024102    | WD repeat domain 77(WDR77)                                               | NM_080927    | discoidin, CUB and LCCL domain containing 2(DCBLD2)              |
| NM_001288758 | ras homolog family member T1(RHOT1)                                      | NM_004441    | EPH receptor B1(EPHB1)                                           |
| NM_005194    | CCAAT/enhancer binding protein beta(CEBPB)                               | NM_002160    | tenascin C(TNC)                                                  |
| NM_005755    | Epstein-Barr virus induced 3(EBI3)                                       | NM_014395    | dual adaptor of phosphotyrosine and 3-phosphoinositides 1(DAPP1) |
| NM_182981    | oxidative stress induced growth inhibitor 1(OSGIN1)                      | NM_178507    | out at first homolog(OAF)                                        |
| NM_144573    | nexilin F-actin binding protein(NEXN)                                    | NM_003687    | PDZ and LIM domain 4(PDLIM4)                                     |
| NM_016037    | UTP11, small subunit processome component homolog (S. cerevisiae)(UTP11) | NM_174983    | major facilitator superfamily domain containing 12(MFSD12)       |
| NM_024316    | leukocyte receptor cluster member 1(LENG1)                               | NM_012121    | CDC42 effector protein 4(CDC42EP4)                               |
| NM_001628    | aldo-keto reductase family 1 member B(AKR1B1)                            | NM_002460    | interferon regulatory factor 4(IRF4)                             |
| NM_133510    | RAD51 paralog B(RAD51B)                                                  | NM_001001791 | chromosome 10 open reading frame 55(C10orf55)                    |
| NM_013352    | dermatan sulfate epimerase(DSE)                                          | NM_030927    | tetraspanin 14(TSPAN14)                                          |
| NM_016371    | hydroxysteroid 17-beta dehydrogenase 7(HSD17B7)                          | NM_003811    | tumor necrosis factor superfamily member 9(TNFSF9)               |
| NM_024112    | chromosome 9 open reading frame 16(C9orf16)                              | NM_003810    | tumor necrosis factor superfamily member 10(TNFSF10)             |
| NM_177963    | synaptotagmin 12(SYT12)                                                  | NM_001029    | ribosomal protein S26(RPS26)                                     |
| NM_001291983 | protein tyrosine phosphatase, receptor type K(PTPRK)                     | NM_024065    | phosducin like 3(PDCL3)                                          |
| NM_005764    | PDZK1 interacting protein 1(PDZK1IP1)                                    | NM_005438    | FOS like 1, AP-1 transcription factor subunit(FOSL1)             |
| NM_006065    | signal regulatory protein beta 1(SIRPB1)                                 | NM_032181    | eva-1 homolog A, regulator of programmed cell death(EVA1A)       |
| NM_003064    | secretory leukocyte peptidase inhibitor(SLPI)                            | NM_001201329 | protein phosphatase 1 regulatory subunit 3B(PPP1R3B)             |

|              |                                                                     |              |                                                                     |
|--------------|---------------------------------------------------------------------|--------------|---------------------------------------------------------------------|
| NM_014800    | engulfment and cell motility 1(ELMO1)                               | NM_014388    | digestive organ expansion factor homolog (zebrafish)(DIEXF)         |
| NM_173651    | fibrous sheath interacting protein 2(FSIP2)                         | NM_001018116 | muscle related coiled-coil protein(MURC)                            |
| NM_004120    | guanylate binding protein 2(GBP2)                                   | NM_001955    | endothelin 1(EDN1)                                                  |
| NM_144569    | SPOC domain containing 1(SPOCD1)                                    | NM_001425    | epithelial membrane protein 3(EMP3)                                 |
| NM_145206    | vesicle transport through interaction with t-SNAREs 1A(VTI1A)       | NM_005627    | serum/glucocorticoid regulated kinase 1(SGK1)                       |
| NM_032375    | AKT1 substrate 1(AKT1S1)                                            | NM_001144070 | ATP binding cassette subfamily C member 3(ABCC3)                    |
| NM_004613    | transglutaminase 2(TGM2)                                            | NM_012323    | MAF bZIP transcription factor F(MAFF)                               |
| NM_000201    | intercellular adhesion molecule 1(ICAM1)                            | NM_033292    | caspase 1(CASP1)                                                    |
| NM_004494    | hepatoma-derived growth factor(HDGF)                                | NM_017872    | tRNA-histidine guanylyltransferase 1 like(THG1L)                    |
| NM_002230    | junction plakoglobin(JUP)                                           | NM_001146702 | lysine demethylase 5C(KDM5C)                                        |
| NM_001105558 | WEE1 homolog 2(WEE2)                                                | NM_002960    | S100 calcium binding protein A3(S100A3)                             |
| NM_001040058 | secreted phosphoprotein 1(SPP1)                                     | NM_004419    | dual specificity phosphatase 5(DUSP5)                               |
| NM_006764    | interferon related developmental regulator 2(IFRD2)                 | NM_000496    | crystallin beta B2(CRYBB2)                                          |
| NM_003370    | vasodilator-stimulated phosphoprotein(VASP)                         | NM_002569    | furin, paired basic amino acid cleaving enzyme(FURIN)               |
| NM_006762    | lysosomal protein transmembrane 5(LAPTM5)                           | NM_005426    | tumor protein p53 binding protein 2(TP53BP2)                        |
| NM_001731    | BTG anti-proliferation factor 1(BTG1)                               | NM_012129    | claudin 12(CLDN12)                                                  |
| NM_001164431 | Rho GTPase activating protein 40(ARHGAP40)                          | NM_017491    | WD repeat domain 1(WDR1)                                            |
| NM_001234    | caveolin 3(CAV3)                                                    | NM_000094    | collagen type VII alpha 1 chain(COL7A1)                             |
| NM_006033    | lipase G, endothelial type(LIPG)                                    | NM_031959    | keratin associated protein 3-2(KRTAP3-2)                            |
| NM_178181    | CUB domain containing protein 1(CDCP1)                              | NM_005630    | solute carrier organic anion transporter family member 2A1(SLCO2A1) |
| NM_021830    | twinkle mtDNA helicase(TWNK)                                        | NM_005429    | vascular endothelial growth factor C(VEGFC)                         |
| NM_177439    | FtsJ RNA methyltransferase homolog 1 (E. coli)(FTSJ1)               | NM_020894    | UV stimulated scaffold protein A(UVSSA)                             |
| NM_002644    | polymeric immunoglobulin receptor(PIGR)                             | NM_002421    | matrix metalloproteinase 1(MMP1)                                    |
| NM_016525    | ubiquitin associated protein 1(UBAP1)                               | NM_004073    | polo like kinase 3(PLK3)                                            |
| NM_152862    | actin related protein 2/3 complex subunit 2(ARPC2)                  | NM_005123    | nuclear receptor subfamily 1 group H member 4(NR1H4)                |
| NM_016354    | solute carrier organic anion transporter family member 4A1(SLCO4A1) | NM_001252406 | zinc finger and BTB domain containing 7B(ZBTB7B)                    |
| NM_016931    | NADPH oxidase 4(NOX4)                                               | NM_002970    | spermidine/spermine N1-acetyltransferase 1(SAT1)                    |
| NM_170685    | tachykinin 4 (hemokinin)(TAC4)                                      | NM_182920    | ADAM metalloproteinase with thrombospondin type 1 motif 9(ADAMTS9)  |
| NM_000877    | interleukin 1 receptor type 1(IL1R1)                                | NM_014467    | sushi repeat containing protein, X-linked 2(SRPX2)                  |
| NM_001195278 | transmembrane protein 178B(TMEM178B)                                | NM_198582    | kelch like family member 30(KLHL30)                                 |

|              |                                            |              |                                                                           |
|--------------|--------------------------------------------|--------------|---------------------------------------------------------------------------|
| NM_006528    | tissue factor pathway inhibitor 2(TFPI2)   | NM_138689    | protein phosphatase 1 regulatory inhibitor subunit 14B(PPP1R14B)          |
| NM_002306    | galectin 3(LGALS3)                         | NM_013993    | discoidin domain receptor tyrosine kinase 1(DDR1)                         |
| NM_002014    | FK506 binding protein 4(FKBP4)             | NM_203380    | acyl-CoA synthetase long-chain family member 5(ACSL5)                     |
| NM_024297    | PHD finger protein 23(PHF23)               | NM_001144978 | methylenetetrahydrofolate dehydrogenase (NADP+ dependent) 2-like(MTHFD2L) |
| NM_002309    | leukemia inhibitory factor(LIF)            | NM_138966    | neuropilin and tolloid like 1(NETO1)                                      |
| NM_023013    | PRAME family member 1(PRAMEF1)             | NM_152553    | ring finger protein 217(RNF217)                                           |
| NM_015714    | G0/G1 switch 2(G0S2)                       | NM_018340    | calcineurin like phosphoesterase domain containing 1(CPPED1)              |
| NM_016084    | ras related dexamethasone induced 1(RASD1) | NM_001285486 | neuralized E3 ubiquitin protein ligase 3(NEURL3)                          |
| NM_001302946 | tRNA nucleotidyl transferase 1(TRNT1)      | NM_005417    | SRC proto-oncogene, non-receptor tyrosine kinase(SRC)                     |
| NM_014359    | opticin(OPTC)                              | NM_005418    | suppression of tumorigenicity 5(ST5)                                      |
| NM_006936    | small ubiquitin-like modifier 3(SUMO3)     | NM_004278    | phosphatidylinositol glycan anchor biosynthesis class L(PIGL)             |

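The copy of Table S1 used here holds 258 of its 259 transcripts, and no overlap or enrichment was tested on it. All 258 accessions are on the array, and 248 have a probe with a value on all 12 arrays. The table was chosen on these arrays, so the values describe the choice and are no independent test of it. With the brightest probe of each transcript, the mean log2 difference over the 4 trios had a median of 0.76 for IL-1β (quartiles 0.42 and 1.65) and of -0.41 for Empa (quartiles -0.68 and -0.21). It was above 1 with IL-1β for 97 transcripts and below -1 with Empa for 30. Of the 248 transcripts, 129 had the table's direction in all 8 differences, 62 in 7, 19 in 6 and 38 in 5 or fewer. All 4 differences were positive with IL-1β for 191 transcripts and negative with Empa for 151. The mean difference went against the table's direction for 10 transcripts with IL-1β and for 20 with Empa. The brightest probe was well above background on all 12 arrays for 173 transcripts and on none for 9. When any probe of a transcript was allowed, 149 showed the pattern, and 223 did in the authors' table. When the spots of a probe in the authors' table were taken one by one instead of averaged, all 258 showed it in at least 1 spot. The paper based its pathway annotation on this list and, from the highest ranked cluster, selected MCP-1/CCL2 and ET-1 because of their established involvement in kidney disease.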

*Legend Table 1:* Microarray hybridization analysis identified 259 genes that were upregulated by IL-1 $\beta$  (any positive fold change) and downregulated by Empagliflozin (any negative fold change) in two independent human proximal tubular cell lines (HK-2 and RPTEC/TERT1) and two independent experiments (n = 2).

**Table S2:** Pathway annotation clustering based on 259 genes that show a distinct genome-wide expression pattern (i.e. IL-1 $\beta$ -mediated upregulation and Empa-mediated downregulation) in two independent human proximal tubular cell lines.

| Annotation Cluster 1 | Enrichment Score: 3.51                     |                       |
|----------------------|--------------------------------------------|-----------------------|
| Database             | Term                                       | p-value               |
| GOTERM_BP_DIRECT     | cellular response to lipopolysaccharide    | 2.5 x10 <sup>-5</sup> |
| GOTERM_BP_DIRECT     | cellular response to interleukin-1         | 5.2 x10 <sup>-5</sup> |
| GOTERM_BP_DIRECT     | cellular response to tumor necrosis factor | 8.0 x10 <sup>-4</sup> |
| GOTERM_BP_DIRECT     | response to amino acid                     | 8.6 x10 <sup>-3</sup> |
| Annotation Cluster 2 | Enrichment Score: 2.68                     |                       |
| Database             | Term                                       | p-value               |
| SMART                | BRLZ                                       | 7.1 x10 <sup>-4</sup> |
| INTERPRO             | Basic-leucine zipper domain                | 7.2 x10 <sup>-4</sup> |
| UP_SEQ_FEATURE       | domain:Leucine-zipper                      | 3.0 x10 <sup>-3</sup> |
| UP_SEQ_FEATURE       | DNA-binding region:Basic motif             | 4.5 x10 <sup>-3</sup> |
| INTERPRO             | Fos transforming protein                   | 5.9 x10 <sup>-3</sup> |
| Annotation Cluster 3 | Enrichment Score: 2.34                     |                       |
| Database             | Term                                       | p-value               |
| GOTERM_CC_DIRECT     | extracellular space                        | 6.6 x10 <sup>-5</sup> |
| UP_KEYWORDS          | Secreted                                   | 3.2 x10 <sup>-3</sup> |
| GOTERM_CC_DIRECT     | extracellular region                       | 1.8 x10 <sup>-2</sup> |
| UP_SEQ_FEATURE       | signal peptide                             | 1.8 x10 <sup>-2</sup> |
| UP_KEYWORDS          | Disulfide bond                             | 2.9 x10 <sup>-2</sup> |
| Annotation Cluster 4 | Enrichment Score: 1.99                     |                       |
| Database             | Term                                       | p-value               |
| UP_KEYWORDS          | Cytokine                                   | 1.2 x10 <sup>-4</sup> |
| KEGG_PATHWAY         | Salmonella infection                       | 3.6 x10 <sup>-3</sup> |
| GOTERM_MF_DIRECT     | cytokine activity                          | 1.1 x10 <sup>-2</sup> |
| GOTERM_BP_DIRECT     | cell chemotaxis                            | 1.2 x10 <sup>-2</sup> |
| KEGG_PATHWAY         | Legionellosis                              | 1.5 x10 <sup>-2</sup> |
| KEGG_PATHWAY         | NOD-like receptor signaling pathway        | 1.7 x10 <sup>-2</sup> |
| KEGG_PATHWAY         | Chemokine signaling pathway                | 1.8 x10 <sup>-2</sup> |
| SMART                | SCY                                        | 2.2 x10 <sup>-2</sup> |
| INTERPRO             | Chemokine interleukin-8-like domain        | 2.3 x10 <sup>-2</sup> |
| KEGG_PATHWAY         | Cytokine-cytokine receptor interaction     | 3.0 x10 <sup>-2</sup> |
| GOTERM_MF_DIRECT     | chemokine activity                         | 3.0 x10 <sup>-2</sup> |
| Annotation Cluster 5 | Enrichment Score: 1.98                     |                       |
| Database             | Term                                       | p-value               |
| GOTERM_BP_DIRECT     | ephrin receptor signaling pathway          | 1.2 x10 <sup>-3</sup> |
| KEGG_PATHWAY         | Shigellosis                                | 5.5 x10 <sup>-3</sup> |

|                             |                                                    |                       |
|-----------------------------|----------------------------------------------------|-----------------------|
| GOTERM_CC_DIRECT            | Arp2/3 protein complex                             | 1.0 x10 <sup>-2</sup> |
| BIOCARTA                    | Rho cell motility signaling pathway                | 1.9 x10 <sup>-2</sup> |
| GOTERM_BP_DIRECT            | movement of cell or subcellular component          | 3.0 x10 <sup>-2</sup> |
| GOTERM_BP_DIRECT            | Arp2/3 complex-mediated actin nucleation           | 3.6 x10 <sup>-2</sup> |
| <b>Annotation Cluster 6</b> | <b>Enrichment Score: 1.86</b>                      |                       |
| <b>Database</b>             | <b>Term</b>                                        | <b>p-value</b>        |
| UP_SEQ_FEATURE              | domain:Fibronectin type-III 2                      | 6.6 x10 <sup>-3</sup> |
| UP_SEQ_FEATURE              | domain:Fibronectin type-III 1                      | 6.9 x10 <sup>-3</sup> |
| SMART                       | FN3                                                | 1.9 x10 <sup>-2</sup> |
| UP_SEQ_FEATURE              | domain:Fibronectin type-III 4                      | 4.4 x10 <sup>-2</sup> |
| <b>Annotation Cluster 7</b> | <b>Enrichment Score: 1.78</b>                      |                       |
| <b>Database</b>             | <b>Term</b>                                        | <b>p-value</b>        |
| GOTERM_BP_DIRECT            | extracellular matrix disassembly                   | 6.1 x10 <sup>-4</sup> |
| UP_KEYWORDS                 | Zymogen                                            | 1.3 x10 <sup>-3</sup> |
| UP_SEQ_FEATURE              | short sequence motif:Cysteine switch               | 2.4 x10 <sup>-3</sup> |
| GOTERM_BP_DIRECT            | endodermal cell differentiation                    | 5.8 x10 <sup>-3</sup> |
| GOTERM_BP_DIRECT            | collagen catabolic process                         | 1.1 x10 <sup>-2</sup> |
| UP_KEYWORDS                 | Extracellular matrix                               | 1.4 x10 <sup>-2</sup> |
| INTERPRO                    | Peptidase M10A, cysteine switch, zinc binding site | 1.6 x10 <sup>-2</sup> |
| GOTERM_BP_DIRECT            | proteolysis                                        | 2.1 x10 <sup>-2</sup> |
| INTERPRO                    | Hemopexin, conserved site                          | 2.1 x10 <sup>-2</sup> |
| INTERPRO                    | Metallopeptidase, catalytic domain                 | 2.2 x10 <sup>-2</sup> |
| GOTERM_CC_DIRECT            | proteinaceous extracellular matrix                 | 2.4 x10 <sup>-2</sup> |
| INTERPRO                    | Peptidoglycan binding-like                         | 2.8 x10 <sup>-2</sup> |
| UP_SEQ_FEATURE              | domain:Hemopexin-like 3                            | 3.1 x10 <sup>-2</sup> |
| UP_SEQ_FEATURE              | domain:Hemopexin-like 4                            | 3.1 x10 <sup>-2</sup> |
| UP_SEQ_FEATURE              | domain:Hemopexin-like 1                            | 3.3 x10 <sup>-2</sup> |
| UP_SEQ_FEATURE              | domain:Hemopexin-like 2                            | 3.3 x10 <sup>-2</sup> |
| INTERPRO                    | Hemopexin-like repeats                             | 3.7 x10 <sup>-2</sup> |
| INTERPRO                    | Peptidase M10A                                     | 3.7 x10 <sup>-2</sup> |
| INTERPRO                    | Hemopexin-like domain                              | 3.7 x10 <sup>-2</sup> |
| INTERPRO                    | Peptidase M10, metallopeptidase                    | 3.7 x10 <sup>-2</sup> |
| GOTERM_MF_DIRECT            | endopeptidase activity                             | 3.8 x10 <sup>-2</sup> |
| SMART                       | HX                                                 | 4.1 x10 <sup>-2</sup> |
| <b>Annotation Cluster 8</b> | <b>Enrichment Score: 1.76</b>                      |                       |
| <b>Database</b>             | <b>Term</b>                                        | <b>p-value</b>        |
| SMART                       | CASc                                               | 1.4 x10 <sup>-2</sup> |
| INTERPRO                    | Peptidase C14, caspase precursor p45, core         | 1.4 x10 <sup>-2</sup> |
| INTERPRO                    | Peptidase C14, ICE, catalytic subunit p20          | 1.6 x10 <sup>-2</sup> |
| GOTERM_BP_DIRECT            | regulation of apoptotic process                    | 2.8 x10 <sup>-2</sup> |

How the deposited data were processed for this re-analysis (not part of the article)

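RNA of HK-2 and RPTEC/TERT1 cells, stimulated for 24 h with IL-1β (10 ng/mL) or Empa (500 nM) or left without a ligand, was hybridized to 12 one-color Agilent arrays, 2 per line and treatment. The line, treatment and replicate number of each array were taken from the sample titles. The arrays lie on 4 slides, each with the 3 treatments of one line and replicate number, and the slides of a replicate number share a scan. The authors scanned the arrays and read them with Agilent's Feature Extraction software, whose files give each spot's foreground and background brightness in signal units, the background-subtracted signal, and marks for outliers, saturation and signals well above background. The intensities in these files are, per the file headers, background-subtracted and detrended by that software, and the authors deposited them without normalization between arrays. The authors also deposited a table with 44473 entries in log2 units that is described as quantile-normalized. In it the arrays of a slide share their distribution and the slides differ.

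Of the 44495 spots of an array, 1377 control spots were left out, and 43118 spots of 34127 probes were used, of which 999 probes are spotted 10 times. Outlier spots were left out, the spots of a probe were averaged, and a value was required on all 12 arrays. The background-subtracted signals were scaled to the array's 75th percentile, raised to at least 1 signal unit at the common level and put on the log2 scale. Between 11.5% and 16.2% of the spots' signals of an array were at or below 0 before this step, so log2 values of dim probes depend on the floor. A probe was taken as well above background, saturated or an outlier as the software marks it. The array annotation gives positions on hg19. The number of arrays limits the precision.

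For the comparisons, 1 probe per gene was kept, the one with the highest mean among those well above background on both arrays of at least 1 group, which left 15717 genes. limma 3.58.1 in R 4.3.3 was fitted to all 12 arrays with 6 groups and without a block (6 residual degrees of freedom), with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Each treatment was compared with control in each line, as the mean of both lines and as the difference between the lines. The deviations of the arrays of a slide from the means of their groups correlated across probes with r between 0.592 and 0.906. In groups of 2 arrays both replicates give the same values. The replicates of a label were unlike each other under every treatment, which alone gives high values, so these do not test the pairing. Results with the replicate number as a block are given beside the others. Sets of genes were tested with limma's camera (preset correlation 0.01) and fry. The lists were 41 IL-1β and NF-κB response genes, 18 genes of ERK feedback and 18 TGF-β targets. The pattern of Fig. 1 was counted over all 33483 probes without a filter on the signal or on the size of a difference, and compared with all possible assignments of the 3 treatments within the trios. Correlations between fold changes were computed across the 15329 probes well above background on all 12 arrays.

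The genes named were set by a rule. It took the 5 genes with the largest change past the threshold in each single-line comparison, of which there were none. It also took 11 genes of Fig. 1 and the 5 genes of the pattern with the largest value of the smallest difference. A list of 19 genes was added, which the paper names except for SLC5A1. The genes the paper names were known from its text and figures. The genes past the threshold in the mean of both lines, and DHRS2, were named after their values were seen.

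The comparisons, tests, named genes and most alternatives were set before the data were examined. These alternatives were the replicate block, quantile normalization, background correction by normexp with an offset of 50 before quantile normalization, the authors' table, no filter on dim probes, a filter on all 12 arrays, every probe tested, outlier spots kept, each array left out in turn, the arrays of one line alone and the unpaired t-test that the methods state for real-time PCR and ELISA, and, for the pattern, a minimum difference, other pairings and accessions in place of probes. A floor of 5 signal units, the authors' table with the replicate block, the scan as a block, the arrays of a single scan, a fit with 1 effect per treatment over the 4 trios, fry with the replicate block, and counts over single spots of the authors' table were added after the data were examined.

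The procedure was tested on simulated data with 15717 genes, of which 200 were changed by IL-1β. Without a block, 30% of them were recovered in HK-2, 30.5% in RPTEC/TERT1 and 63% in the mean, with 0 false calls. With the replicate block, 70.5%, 70.5% and 88% were recovered, with 11, 3 and 9 false calls, and 0 genes were called for Empa, which had no effect, in either fit. The changes set were several-fold in size, larger than most Empa differences in the real data, so these shares do not hold for small changes. The differences between the slides were shuffled gene by gene, so the likeness of arrays across labels was not carried over. In simulated data without an effect 13 genes showed the pattern, against 12.1 by chance. Of 20 random lists, camera and fry called 0 each. The simulated errors were drawn independently for each gene, so these lists could not test the effect of correlation between genes. Figures were drawn with matplotlib 3.10.9. Not used here were the control spots. The real-time PCR and ELISA experiments were not analysed here. No overlap or enrichment was tested on Table S1 because 1 of its transcripts is missing from the copy.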

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

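The tests of chance, slide position, dim probes and scaling in this part were chosen after the result was seen, and those of the HK-2 Empa replicate 1 array and of GC content were written before their results were seen.

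A signal appeared in probes the paper does not discuss. In all 4 trios, 409 probes were lower with IL-1β and higher with Empa than the control array of the same slide, while 272 showed the pattern of Fig. 1 and 18.9 would by chance. The mean difference of the 409 probes had a median of -0.69 on the log2 scale for IL-1β (quartiles -1.08 and -0.40) and of 0.40 for Empa (quartiles 0.30 and 0.56), and the smallest of the 8 differences had a median size of 0.08. Of these probes, 171 exceeded 0.1 and 5 exceeded 1.5-fold in every difference. Among the 332 of them that represent a gene in the limma fit, 0 were past an adjusted p of 0.05 for IL-1β in the mean of both lines (50 with the replicate block), and 0 for Empa with the replicate block. The fit with 1 effect per treatment, chosen after the data were examined, gave 123 for IL-1β and 1 for Empa.

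When all 3 treatments are exchanged within the trios, chance can be excluded for this count, which only 1 of all possible assignments reached, the reverse order in every trio. For the pattern of Fig. 1, 6 of these assignments gave a count as large, a share under 0.05, although the others among the 6 show that different orders of the treatments were as frequent. An effect of IL-1β alone lowers these shares. When IL-1β was kept in place and only control and Empa were exchanged, 1 of 16 such splits, the real one, gave as many probes as either pattern (the largest of the others gave 187 for the pattern of Fig. 1 and 359 for the reverse order). A number of 16 cannot give a share under 0.05, so chance stays open for the direction of Empa in both patterns. Among the probes well above background on all 12 arrays, 308 showed the reverse order, where the product of the shares of both changes gives 474, although differences from the same control array go together without any effect. The tables argue against dim probes, since 75.3% of the 409 probes were well above background on all 12 arrays, against 45.8% of the probes of the array. They also argue against the scaling, since the authors' table gave 394 such probes. The HK-2 Empa replicate 1 array, whose differences were the largest among the Empa arrays, is not the whole cause. Over the other 3 trios 678 probes showed the reverse order, which is 5.86 times the chance level of 116, against 519 for the pattern of Fig. 1. GC content is not the whole cause either. Among the probes well above background on all 12 arrays, split into 3 parts by GC content, the reverse order was 31.7, 32.0 and 11.35 times as frequent as by chance in the parts with low, middle and high GC content, so the excess was smallest where GC content was high.

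The position on the slide stays open. All 4 slides carry control, IL-1β and Empa in the same 3 positions, so an effect of the position and an effect of the treatment cannot be told apart, for these 409 probes as for the 272 of Fig. 1. Opposite effects of both ligands on the cells also stay open as untested, and no array of IL-1β together with Empa was used here.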

How the results depend on the processing

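The counts with a floor of 5, the authors' table with the replicate block, the scan as a block or single scans, 1 effect per treatment, fry with the replicate block and single spots of the authors' table were chosen after the results were seen. Unless stated otherwise, the cause of a change was not tested.

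With the replicate block the counts of genes changed by IL-1β were 40 in HK-2, 41 in RPTEC/TERT1 and 865 in the mean of both lines (0, 0 and 8 without it), and with 1 effect per treatment 1955 for IL-1β and 1 for Empa. That gene is DHRS2 (log2 fold change 2.73, adjusted p 0.0176), named after its value was seen, and its adjusted p with the replicate block was 0.167. The authors' table gave 3 genes for the mean, and with the replicate block 1, 22 and 723. Without a filter on dim probes the IL-1β counts were 6, 5 and 23, with 7 for the difference between the lines, and the Empa counts were 3, 4 and 5, with 1 for the difference. The mean for IL-1β gave 3 genes among those well above background on all 12 arrays and 13 with outlier spots kept. Every probe tested gave 2 genes for IL-1β in HK-2. A floor of 5 gave 3, 1 and 18. The scan as a block gave 0 genes for the mean (1067 at an unadjusted p under 0.05), and the arrays of scan 1 and scan 2 alone, with the replicate block, gave 0 and 0 (1372 and 2430) where fewer arrays were fitted.

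With each array left out in turn, where the lone array is assumed to vary like the other groups, the mean for IL-1β gave 0 to 7 genes, and 0 without either HK-2 control, either RPTEC/TERT1 control or RPTEC/TERT1 IL-1β replicate 2. The count was 3 without HK-2 IL-1β replicate 1 and 5 without RPTEC/TERT1 IL-1β replicate 1. Each array was left out only of the comparisons it enters. The single-line counts, the differences between the lines and the Empa counts were 0 in each of these. Of 11 genes of Fig. 1, 0 to 1 passed for IL-1β, against 1 with all arrays, 4 with the replicate block, 3 in the authors' table with that block and 6 with 1 effect per treatment. For Empa 0 passed under every alternative run.

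The pattern count of 272 stayed within 1.5 times under quantile normalization, normexp, the authors' table, both filters, outlier spots kept, accessions in place of probes, a floor of 5 and single spots of the authors' table (200 to 284). It was 120 with every difference over 0.1, 11 over 1.5-fold, 22 without overlap between the arrays of a line, 1910 for means of replicates and 45 against the control of the other replicate number, where the difference between the slides enters each difference. With a trio left out it was 413 to 686, since fewer differences have to meet the pattern. In Table S1, 149 transcripts showed the pattern, 159 under quantile normalization, 223 in the authors' table and 258 when any spot was allowed.

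The correlation of the replicates' differences reversed when each was set against the control of the other number, to -0.52 (IL-1β) and -0.70 (Empa) in HK-2 and -0.60 and -0.90 in RPTEC/TERT1. This follows from the construction, since a difference between the slides then enters both with opposite signs. With the same-numbered controls it moved from 0.38 to 0.36 for IL-1β in HK-2 (quantile), from 0.25 to 0.26 (quantile), 0.29 (normexp) and 0.27 (authors' table) for Empa in HK-2, from 0.47 to 0.48 (normexp and authors' table) for IL-1β in RPTEC/TERT1, and from 0.05 to 0.03 (normexp, 0.0316, and authors' table, 0.0272) for Empa in RPTEC/TERT1.

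Genes induced by IL-1β in one line were tested under Empa in the other with the replicate block, which gave 35 genes. Without it, and under the other alternatives set for this test, there were 0 such genes. The test was not run without a filter on dim probes, with a floor of 5 or with every probe tested, where single-line IL-1β counts were above 0. The 3 fixed lists stayed short of the threshold for Empa under each alternative run. For IL-1β the list of its response genes passed with camera and not with fry.

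For single genes in the mean of both lines and for the fixed lists, most values kept their direction and their side of the threshold; 18 passed it only under an alternative, 13 no longer passed it and 44 reversed. Of the reversals, 33 concern Empa and 9 IL-1β with an array left out, where the other array of its group alone gives the level and slides are set against each other. Within the slides EDN1 and ICAM1 were lower with Empa in 4 of 4 trios, and CCL2 and LCN2 in the 2 trios where both arrays were well above background. The log2 fold changes with Empa then ranged from -0.50 to 0.076 for CCL3L3, -0.83 to 0.41 for CEBPB, -2.29 to 0.51 for EDN1, -3.79 to 1.13 for LCN2, -2.40 to 0.85 for CCL2, -1.33 to 0.22 for ICAM1, -0.997 to 0.58 for THBS1, -1.41 to 0.67 for IL6 and -0.52 to 0.75 for IL1R1. Those with IL-1β ranged from -0.25 to 2.55 for EDN1, -1.03 to 0.44 for THBS1, -0.30 to 0.54 for TNFRSF1A and -0.69 to 0.28 for TGFB1. In the authors' table, without and with the replicate block, the log2 fold change of TNFRSF1A, IL-1β against control, mean of both lines, was -0.0186, against 0.12. The median log2 fold change with IL-1β of the 15717 genes tested in HK-2 was -0.18, and -0.13, -0.075 and -0.061 with quantile normalization, normexp and the authors' table. In RPTEC/TERT1, and for Empa, the medians stayed closer to 0 than 0.05 under each of them.

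Signal over background limits the sizes. Of the 11 genes of Fig. 1, CCL3L3 was well above background on 4 arrays, CCL2 and LCN2 on 8 each and EDN1 and NR1H4 on 11 each, so the sizes of their changes depend on signals near background.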

Differences from the paper's values

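The counts over single spots of the authors' table in this part were chosen after the values were seen.

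The paper's folds of control for MCP-1/CCL2 and ET-1 at 24 h were measured by real-time PCR. An array fold from a saturated array, or from an array not well above background, is a bound, and was taken to differ only where it lies past the paper's fold by over 1.5 times. For MCP-1/CCL2 with IL-1β, the slides give lower bounds only. Their geometric mean was at least 55.7-fold in HK-2 (41 in the paper), from at least 164-fold and at least 18.9-fold, and at least 47.6-fold in RPTEC/TERT1 (52 in the paper), from at least 11.8-fold and at least 192-fold. Neither mean is over 1.5 times the paper's fold, but each averages slides of a label that were unlike each other. On the slides of HK-2 replicate 1 and RPTEC/TERT1 replicate 2, which were alike, the bounds were 164-fold and 192-fold. On the others they were 18.9-fold and 11.8-fold, so the means do not show that either line matches the paper. In HK-2, quantile normalization (at least 62.0-fold) and leaving out HK-2 replicate 2 (at least 164-fold) gave a bound over 1.5 times the paper's fold, and in RPTEC/TERT1 leaving out RPTEC/TERT1 replicate 1 (at least 192-fold) did. The bounds with normexp, with the authors' table, with outlier spots kept and with the other slide left out were not past it in either line. With Empa, 1 slide of each line has MCP-1/CCL2 well above background on both arrays, with 0.596-fold in HK-2 (0.8 in the paper) and 0.419-fold in RPTEC/TERT1 (0.44 in the paper), and each alternative run stayed within 1.5 times of the paper's folds. The HK-2 value rests on the Empa array of replicate 1, for which a disturbance of single probes is a candidate explanation. On that slide the Empa differences of 2 probes of a gene correlated with 0.133, against at least 0.381 on the others.

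The folds for ET-1 were 2.06 and 0.601 with IL-1β and Empa in HK-2 (3 and 0.6 in the paper). They were 2.40 and at most 0.503 in RPTEC/TERT1 (1.7 and 0.6 in the paper). The measured folds were within 1.5 times of the paper's, and the bound was not past the paper's fold by over 1.5 times. These folds are those of the brighter EDN1 probe. The other probe gave 0.221 with Empa in HK-2 replicate 1 and 0.359 in RPTEC/TERT1 replicate 2, further from the paper's 0.6. The HK-2 folds with Empa also draw on the Empa array of replicate 1, with the limit given above. For IL-1β in HK-2 the fold differed from the paper's by over 1.5 times with normexp (1.50), in the authors' table (1.59) and with HK-2 replicate 2 left out (1.54), and stayed within 1.5 times with quantile normalization, with outlier spots kept and with HK-2 replicate 1 left out. The other measured folds for ET-1 stayed within 1.5 times under each alternative run. Where the fold with Empa in RPTEC/TERT1 was a bound, it was not past the paper's fold by over 1.5 times.

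The paper's number of genes with the pattern is 259, and 272 probes with 262 accessions showed it here. The count was 259 probes with normexp. It was 259 RefSeq accessions when any spot of a probe in the authors' table was allowed, a count chosen after the values were seen, which holds all 258 transcripts of the copy of Table S1 and drops 0 of them.

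The paper places the genes of Fig. 1 among those moved in opposite directions in both lines and both experiments. Of the 11 genes used here, 8 showed this in all 4 trios. RELA showed it in 3 trios and CCL3L3 and CEBPB in 2. In the authors' table 1 probe of CCL3L3 showed it in all 4 trios. When any spot of that table was allowed, which was chosen after the values were seen, all 3 of these genes showed it. Of the 248 transcripts of Table S1 with values, 129 had all 8 differences in the table's direction with their brightest probe, and 191 had all 4 IL-1β differences positive.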

Other observations

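The tests of exchanged line labels, scan, scaling, opposite changes, probe pairs, spot noise and the response list in this part were chosen after the results were seen. The tests of GC content, of the shared control array and of other splits of the arrays were written before their results were seen.

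The arrays of HK-2 replicate 1 and RPTEC/TERT1 replicate 2, and those of HK-2 replicate 2 and RPTEC/TERT1 replicate 1, were more alike (r of 0.960 or more across probes) than arrays labelled with one line (0.852 to 0.880). The arrays of a scan, which also carry different line labels, had r between 0.835 and 0.889. Exchanged line labels are a candidate explanation. If HK-2 replicate 1 is paired with RPTEC/TERT1 replicate 2, and HK-2 replicate 2 with RPTEC/TERT1 replicate 1, 805 probes were well above background on all 6 arrays of one pair and on none of the other (288 and 517 in each direction), against 5 for the pairing by label. The median SD within a group of 2 arrays was 0.263 (log2) for this pairing and 0.574 by label. The tables argue against the scan, since the pairing by scan gave 9 such probes and a median SD of 0.553. They argue against the scaling, since the unscaled mean signals of the control arrays had rank correlations across probes of at least 0.972 for the pairs across labels and at most 0.895 within a label. Which of the trios carries which line cannot be read from these values, no markers of the lines were tested, and the labels were used as they stand. No biological explanation was tested.

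For IL-1β in the mean of both lines, other splits of the 8 arrays do not exclude chance for the count of genes, since 2 of 34 splits gave 8 genes or more, and 1 further split could not be fitted. The other was the split of HK-2 replicate 1 and RPTEC/TERT1 replicate 2 from the rest, with 1534 genes, and it parts 0 of the pairs on a slide whereas the real one parts 4. Of the 8 splits that part 4 pairs, 1, the real one, gave 8 genes or more. With the replicate block, 1 of the 8 exchanges of control and IL-1β within the trios, the real one, gave 865 genes or more, and the median over the exchanges was 0. Neither set of 8 can give a share under 0.05. The list of IL-1β and NF-κB response genes had a median log2 fold change with IL-1β of 3.69 in the mean of both lines, and 2 of the 34 splits gave one as large in size, the other with 3.73 and 2 pairs parted. Within the slides chance can be excluded for this list. When any 1 of the 3 arrays of each trio was set against the mean of the other arrays of its slide, 1 of 81 choices, the real one, gave a median log2 difference as large (3.56), and the largest among the others was 3.23. The position on the slide, which is the same for IL-1β on all slides, does not account for the list, since a position effect does not pick genes by what they do: 0 of 10000 random lists of 31 genes with control levels like those of the list had a median difference as large, and the largest among them was 0.47. For Empa the count was 0, which 34 of 34 splits reach by definition, so these splits say nothing about chance, and the largest count was 3919 for the split of the same slides. The median of the list with Empa was -0.33, and 18 of the 34 splits gave one as large in size, and of the 8 splits that part 4 pairs 1, the real one, did, which cannot give a share under 0.05, so chance cannot be excluded for it.

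One hypothesis was that IL-1β and Empa move genes in opposite directions in general. The IL-1β differences of one trio and the Empa differences of another, which share no control array, had a median correlation across probes of 0.00894 (from -0.09 to 0.27 over 12 pairs, of which 6 were below 0). Of the 6 pairs without HK-2 replicate 2, 5 were below 0, and the highest values came from pairs with that slide, whose differences follow GC content. These values go both ways, so the hypothesis stays open. Among the probes well above background on all 12 arrays, 200 were higher with IL-1β and lower with Empa in all trios, where the product of the shares of both gives 348, and 532 were higher with both, where it gives 295. Differences from the same control array correlate without any effect, with a mean of 0.50 in simulated data, and were -0.06, 0.63, 0.31 and 0.13 in the 4 trios.

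The Empa differences of HK-2 replicate 1 had an SD of 0.754 (log2), against 0.373 to 0.473 on the other slides. A disturbance of single probes on this array is a candidate explanation. For the 1974 genes with a pair of probes well above background on all 12 arrays, the Empa differences of both probes correlated with 0.133 on this slide and with at least 0.381 on the others. A larger response of the cells would move both probes of a gene, and the lowest such correlation on the other slides, 0.381, lies above the value here. Spot noise does not account for it, since the median SD of repeated spots was 0.116 on this array and up to 0.169 on another, and neither does GC content, since the SD was 0.728 after a GC trend was removed. On the slide of HK-2 replicate 2 the differences fell with the GC content of the probe (r across probes of -0.41 for IL-1β and -0.43 for Empa). Set against each other, its Empa and IL-1β arrays gave 0.120, which is smaller in size than the trends against control and above the limit of 0.1 set for the shared control array as the whole cause. The same quantity was -0.123, 0.0124 and -0.183 on the slides of HK-2 replicate 1 and RPTEC/TERT1 replicates 1 and 2, so 0.120 is of a size found without such a trend, and the shared control array stays open as the cause.

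Other genes that the paper names were measured on the same arrays. The log2 fold changes in the mean of both lines with IL-1β and with Empa were 0.23 and -0.48 for GAPDH, -0.66 and -0.47 for SLC5A2, 0.95 and -1.01 for TNC, 6.95 and -0.37 for IL6, -0.30 and -0.21 for THBS1, -1.06 and -0.59 for PDGFB, 1.24 and 0.12 for IL1R1, 0.12 and -0.49 for TNFRSF1A and -0.20 and -0.34 for TGFB1. For GAPDH, THBS1, TNFRSF1A, TGFB1 and PDGFB the mean with IL-1β covers differences in both directions. The following log2 differences are for HK-2 replicates 1 and 2 and RPTEC/TERT1 replicates 1 and 2, in this order. With IL-1β they were 0.33, -0.28, 0.22 and 0.65 for GAPDH and -1.65, 0.44, 1.07 and -1.05 for THBS1. Those of TNFRSF1A were 0.97, -0.60, -0.71 and 0.81, and those of TGFB1 0.57, -1.24, -0.66 and 0.52. PDGFB had -2.38, -0.12, 0.11 and -1.84. With Empa, only TNC among these genes was lower in 4 of 4 trios, and each of the others had differences in both directions. In the same order, GAPDH with Empa gave -1.55, -0.44, 0.12 and -0.06, so its largest difference was in HK-2 replicate 1. The mean value of TNFRSF1A with IL-1β changed its sign in the authors' table, and those of GAPDH and the others kept theirs under each normalization. In limma none of them was past an adjusted p of 0.05 for either treatment. Under the replicate block IL-1β passed for IL6 (adjusted p = 0.0116, higher in 4 of 4 trios) and TNC (adjusted p = 0.0399, higher in 4 of 4 trios). The value of IL1R1 is that of its brighter probe, well above background on 11 arrays. Its other probe, well above background on 8 arrays, had mean log2 differences of 1.02 with IL-1β and -0.72 with Empa and was higher with IL-1β and lower with Empa in all 4 trios. TLR4, EDNRA, EDNRB, CCR2, IL1B and FN1 were not among the genes tested, and MMP7 had no probe with a value on all 12 arrays. SLC5A1, which the paper does not name, was not among the genes tested either.

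The list of ERK feedback genes had a median log2 fold change with IL-1β of 0.32 on the arrays labelled HK-2 (camera, adjusted p = 0.0363) and of 0.38 on those labelled RPTEC/TERT1 (adjusted p = 0.183), and with Empa of -0.46 and -0.26 (adjusted p = 0.429 and 0.633). Under the replicate block camera gave adjusted p = 0.00647 and 0.0279 for IL-1β, so the list passed in both lines. Fry gave adjusted p = 0.392 in both, and over all alternatives run for this list the adjusted p ran from 0.00647 to 0.392 in HK-2 and from 0.0279 to 0.392 in RPTEC/TERT1. The list of TGF-β targets, of which 13 were tested, had medians of 0.25 and 0.12 with IL-1β (adjusted p = 0.336 in both) and of -0.23 and -0.24 with Empa (adjusted p = 0.429 in both). The 19 genes induced by IL-1β with the replicate block in HK-2 had a median log2 fold change of -0.15 with Empa in RPTEC/TERT1 (adjusted p = 0.526 from limma's camera, adjusted p = 0.699 from fry). The 16 genes induced in RPTEC/TERT1 had 0.0079 with Empa in HK-2 (adjusted p = 0.526 from limma's camera, adjusted p = 0.699 from fry).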
